# Mechanical compression creates a quiescent muscle stem cell niche

**DOI:** 10.1038/s42003-023-04411-2

**Published:** 2023-01-13

**Authors:** Jiaxiang Tao, Mohammad Ikbal Choudhury, Debonil Maity, Taeki Kim, Sean X. Sun, Chen-Ming Fan

**Keywords:** Biophysics, Stem cells

## Abstract

Tissue stem cell niches are regulated by their mechanical environment, notably the extracellular matrix (ECM). Skeletal muscles consist of bundled myofibers for force transmission. Within this macroscopic architecture, quiescent Pax7-expressing (Pax7^+^) muscle stem cells (MuSCs) are compressed between ECM basally and myofiber apically. Muscle injury causes MuSCs to lose apical compression from the myofiber and re-enter the cell cycle for regeneration. While ECM elasticities have been shown to affect MuSC’s renewal, the significance of apical compression remains unknown. To investigate the role of apical compression, we simulate the MuSCs’ in vivo mechanical environment by applying physical compression to MuSCs’ apical surface. We demonstrate that compression drives activated MuSCs back to a quiescent stem cell state, regardless of basal elasticities and chemistries. By mathematical modeling and cell tension manipulation, we conclude that low overall tension combined with high axial tension generated by compression leads to MuSCs’ stemness and quiescence. Unexpectedly, we discovered that apical compression results in up-regulation of Notch downstream genes, accompanied by the increased levels of nuclear Notch1&3 in a Delta ligand (Dll) and ADAM10/17 independent manner. Our results fill a knowledge gap on the role of apical compression for MuSC fate and have implications to stem cells in other tissues.

## Abstract (web summary)

Mechanical compression drives activated muscle stem cells (MuSCs) into a quiescent stem cell state providing insight into MuSC activity during injury-regeneration cycles.

## Introduction

Skeletal muscles consist of post-mitotic syncytial myofibrils that generate contractile forces for body movement^1^. They have a tremendous ability to regenerate after injury mainly owing to the resident Pax7-expressing (Pax7^+^) muscle stem cells (MuSCs)^2–5^, also known as satellite cells^1,2^. Within the uninjured muscle, MuSCs are mostly quiescent and sandwiched between the basement membrane (i.e., ECM) and myofiber. Upon muscle damage, MuSCs lose apical contact with the myofiber but retain contact with the ECM of the dead myofiber (i.e., the ghost fiber^6^). They then re-enter the cell cycle, become myogenically committed, and later differentiate and fuse to form new myofibers^7^. Some proliferative MuSCs self-renew and return to quiescence to maintain the stem cell pool as the regenerative cycle completes^8^. Molecular and genetic studies have uncovered genes and pathways regulating progressive states of MuSCs during the regenerative cycle^9^. On the other hand, mechanical stimuli have also been shown to regulate MuSCs’ fate. Mechanisms underlying how forces can trigger relevant endogenous signaling pathways are currently limited to cell–ECM interaction. For example, laminin-coated hydrogels with a stiffness of 12 kPa, close to the physiological elasticity^10^, provide an optimal condition for MuSC self-renewal in culture^10–13^; whereas culturing them on 2 kPa collagen I fibrils in synthetic media has been shown to prevent their activation^14^. Here, we address the role of understudied apical compression for the quiescence state of MuSCs.

## Results

### Quiescent MuSCs change morphology during the transition to activated state

From the intravital imaging data of yellow fluorescent protein (YFP)-marked Pax7^+^ MuSCs^6^, MuSCs display a flat and elongated shape in uninjured muscle: cell dimension perpendicular to myofiber (height) is ~4 μm, and cell dimension parallel to myofiber (length) is ~17 μm. At 1-day post-injury (dpi), they are ~5.5 μm in cell height and ~6 μm in cell length (Supplementary Fig. 1a–c). Compression release from the myofiber after injury likely contributes to such morphological changes. At 3 dpi, many YFP-marked cells are proliferating and/or migrating, and their cell height and length are both ~10 μm (with dynamically changing lengths), which are both larger compared to their uninjured counterparts (Supplementary Fig. 1d, e). We were particularly intrigued by the cell shape change at 1 dpi before a detectable MuSC proliferation at 2 dpi^6^ and that MuSCs on uninjured myofibers immediately adjacent to an injury site does not appear activated^6^. We hypothesize that compression force exerted on MuSCs by intact myofibers keeps them quiescent and tested our hypothesis using cultured MuSCs as described below.

### Apical compression increases quiescent MuSCs

To investigate the link between cellular morphology/mechanical tension and MuSC state, we established a system to simulate the apical loading on quiescent MuSCs. We microfabricated a polydimethylsiloxane (PDMS) device consisting of a thin top film with vertical pillars of ~4 μm in height underneath (Supplementary Fig. 2a–c; see the “Methods” section)^15,16^. MuSCs cultured under this device was presumably limited to a height of 4 μm, mimicking their intact physical niche in vivo. Pax7^+^ MuSCs were isolated from transgenic Pax7-ZsGreen mice^17^ by fluorescence-activated cell sorting (FACS, Fig. 1a). They were seeded on Matrigel/fibronectin-coated plastic dish and cultured for 2 days in growth media (see the “Methods” section). At this time, the cell height was measured at ~8.7 μm using confocal imaging. After adding the compression device, we confirmed that cells were at the expected height of ~4 μm (Supplementary Fig. 3a, b).

**Fig. 1:**
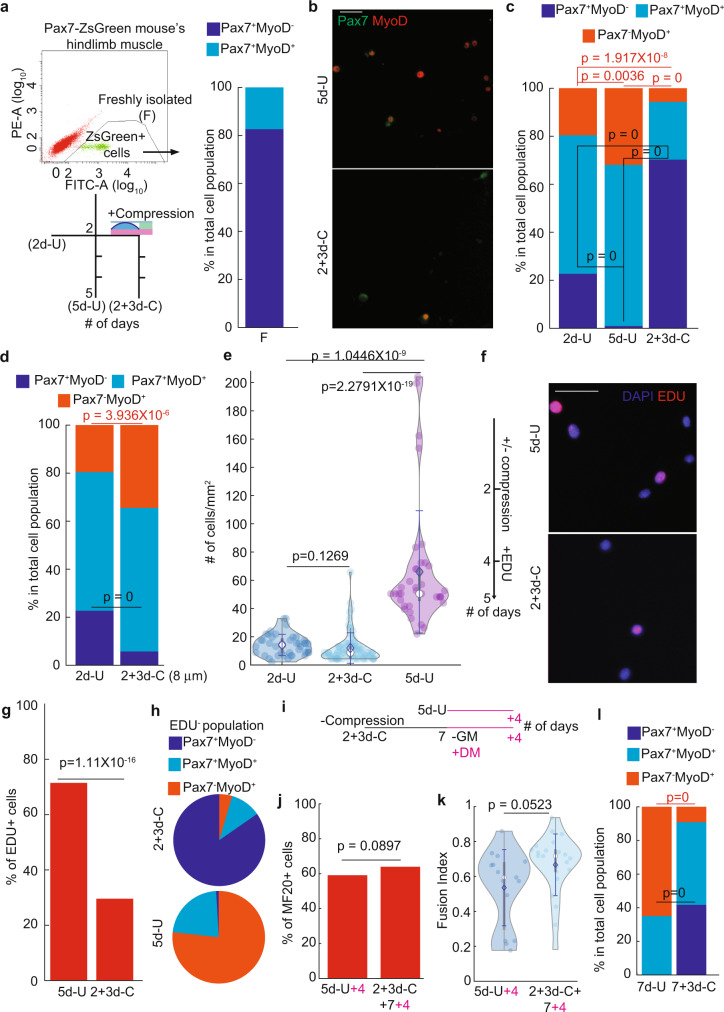
Manipulating cell fate using mechanical compression. **a** Experimental and FACS gating schemes. Cell fate evaluation of freshly isolated (F) cells by Cytospin (*n* = 3; 741 cells). **b** Examples of Pax7 and MyoD expression of 5d-U and 2+3d-C cells (Scale bar, 25 μm; Split channel images with DAPI in Supplementary Fig. 4b). **c** Cell fate evaluation of 2d-U, 5d-U, and 2+3d-C cells (*n* = 4 for 2d-U, of total 260 cells; *n* = 5 for 5d-U, of total 3752 cells; *n* = 13 for 2+3d-C, of total 420 cells). **d** Cell fate comparison between 2d-U and 2+3d-C (8 μm) cells. (2d-U data is the same with (**c**); *n* = 6 for 2+3d-C (8 μm), of total 1032 cells). **e** Cell densities comparison between 2d-U, 5d-U, and 2+3d-C cells (same data sets presented in (**c**): 40 fields of view for 2d-U, 73 fields of view for 2+3d-C, and 37 fields of view for 5d-U). **f** EDU incorporation setup and example images of 5d-U and 2+3d-C cells (scale bar, 25 μm; Split channel images with DAPI in Supplementary Fig. 4f). **g** and **h** Fraction of EDU^+^ cells of 5d-U and 2+3d-C cells (**g**), and cell fate component of EDU^−^ population of 5d-U and 2+3d-C cells (**h**) (*n* = 6 for 5d-U, of total 3752 cells; *n* = 8 for 2+3d-C, of total 180 cells). **i** Experimental setup to test the redifferentiation capacity of compressed cells. GM growth medium, DM differentiation medium. **j** and **k** Redifferentiation capacity of compressed cells compared to that of 5d-U cells: fraction of MF20^+^ population (**j**), and fusion index (**k**) (*n* = 4 for 2+3d-C+4+7; of total 810 cells; *n* = 3 for 5d-U + 4, of total 450 cells.). **l** Cell fate comparison between 7d-U and 7+3d-C cells (*n* = 3 for 7d-U, of total 1918 cells; *n* = 3 for 7+3d-C, of total 602 cells). Data in **c**, **d**, **g**, **j**, and **l** was presented with an overall fraction counting every cell from all experimental repeats. *p-*value was assessed by a two-tailed Cochran–Mantel–Haenszel test using MATLAB. **e** and **k** data was presented with mean $$\pm$$ standard deviation (s.d). *p-*value was assessed with the student’s two-tail *t*-test (**k**) and Kruskal–Wallis tests (**e**) using MATLAB. The comparison was considered significant if $$p\le 0.05$$. Additional representative images and split channel images with DAPI for panels **b** and **f** are shown in Supplementary Figs. 4 and  5.

We evaluated the role of compression on MuSCs’ fate, by comparing Pax7 and MyoD expression between freshly isolated, compressed, and uncompressed MuSCs: Pax7^+^MyoD^−^ for stem cells, Pax7^+^MyoD^+^ for progenitors, and Pax7^−^MyoD^+^ for differentiation committed cells^18^. Freshly isolated MuSCs (F) were all Pax7^+^, with some also expressing MyoD (Fig. 1a; Supplementary Fig. 4a). After the initial 2 days of culture without compression (2d-U), most cells expressed MyoD (~70%) with some Pax7^−^ cells, indicative of MuSC activation and differentiation. MuSCs were then either left uncompressed for an additional 3 days (5d-U) or subjected to compression for the same period (2 + 3d-C). The Pax7^+^MyoD^−^ cells were almost depleted in the 5d-U. By contrast, 2 + 3d-C MuSCs contained a significantly larger fraction of Pax7^+^MyoD^−^ cells and smaller fractions of both Pax7^+^MyoD^+^ and Pax7^−^MyoD^+^ cells compared to both the 5d-U and 2d-U conditions (Fig. 1b, c; Supplementary Fig. 4b for split-channel images with DAPI and representative images for F and 2d-U cells). To address that cell fate was affected by compression rather than cell-PDMS contact, we deployed a compression device with 8 μm-high pillars for minimal compression (~10% compression, 2 + 3d-C (8 μm)). A similar cell fate distribution was found between 2 + 3d-C (8 μm) and 5d-U cells, supporting that 4 μm height with ~55% compression is needed to cause cell fate change (Fig. 1d; Supplementary Fig. 4c). We also found a similar trend of cell fate changes among MuSCs that were 1-day uncompressed (1d-U), 4-day uncompressed (4d-U), and 3-day under compression after initial 1-day uncompressed culture condition (1 + 3d-C), supporting that compression is able to preserve Pax7^+^MyoD^−^ stem cells (Supplementary Fig. 4d, e). We noted that 2 + 3d-C cells had a similar but much lower cell density compared to 2d-U and 5d-U cells, respectively (Fig. 1e). We performed an EdU-incorporation assay and determined that 2 + 3d-C cells were indeed much less proliferative (Fig. 1f, g). Within the EdU^−^ population, most were Pax7^+^MyoD^−^ for 2 + 3d-C cells, while the majority were Pax7^−^MyoD^+^ for 5d-U cells (Fig. 1h, Supplementary Fig. 4f). Furthermore, the level of phosphor-P38 MAP kinase (pP38) was lower in 2 + 3d-C cells than that in both 2d-U and 5d-U cells, consistent with the former being in the stem cell state (Supplementary Fig. 4g, h)^19^. Together, a ~55% compression on MuSCs enriches for a non-proliferative Pax7^+^MyoD^−^ state.

### Compressed MuSCs retain proliferation and differentiation potential

Notably, after removing the compression pillar, we determined the 2 + 3d-C cells could increase cell density in the ensuing days (Supplementary Fig. 5a, b). When they reached a cell density comparable to that of 5d-U cells (7-day post compression removal, 2 + 3d-C+7), we switched them into the differentiation medium and cultured for an additional 4 days (2 + 3d-C + 7 + 4). The 2 + 3d-C + 7 + 4 cells expressed myosin heavy chain (MF20) and fused as multinucleated myotubes. The percentage of MF20^+^ cells and the fusion index of de-compressed cells were similar to those of the 5d-U cells subjected to the same differentiation condition (5d-U + 4; Fig. 1i–k; Supplementary Fig. 5c). Together, these data indicate that mechanically compressing MuSCs to 4 μm cell height—similar to their physiological cell height in uninjured muscle—can efficiently drive them into a non-proliferative Pax7^+^MyoD^−^ state while retaining the potential for expansion and myogenic differentiation.

### Differentiation committed myogenic cells to regain MuSC fate after compression

We also assessed the effect of compression on MuSCs that had been cultured longer. After 7 days of culture (7d-U), Pax7^−^MyoD^+^ cells were the majority (>60%), while Pax7^+^MyoD^−^ cells were scarce. After applying compression for additional 3 days (7+3d-C), we found that the Pax7^−^MyoD^+^ fraction decreased substantially (to <10%). We did observe a significant increase of the Pax7^+^MyoD^−^ faction (~40%), though less than that in the 2 + 3d-C condition (Fig. 1l; Supplementary Fig. 5d). The decrease of the Pax7^−^MyoD^+^ fraction under 2 + 3d-C and 7+3d-C conditions (from their respective starting points) suggests that some Pax7^−^MyoD^+^ cells turn on Pax7 under compression.

### High axial tension and overall (azimuthal) tension are both required for MuSC fate

Next, we examined the key change(s) in cell mechanical tension under compression. We first used a force-balance-based mathematical model^20,21^ to estimate the relative change of cellular tension along the two principal (azimuthal and axial) directions when the compression is applied (Supplementary Fig. 6a). Two assumptions in this model are: 1) cell volume is at a constant at any given cell height and 2) cell tension is linearly scaled with local cell geometry, i.e., the local radius of curvature^20,22^ (see the “Methods”). We quantified the cell volume of MuSCs by confocal imaging and found no significant changes before and immediately after compression, validating the first assumption (Supplementary Fig. 3c). The model predicts that, under compression, MuSCs experience a higher axial tension and a lower overall (azimuthal) tension as they become flattened and axially extended (Fig. 2a). A 4 μm height limitation, or ~55% of lateral compression to 2d-U cells predicts a ~60% reduction of overall tension and a ~2-fold increase in axial tension (Fig. 2a). To determine these changes, we probed for the phospho-myosin light chain (pMLC) level as a proxy for cell tension^23–25^. We evaluated the overall pMLC intensity (indicating overall tension) and the pMLC edge-to-center ratio (indicating relative axial tension; Methods). Compared to 5d-U cells, 2 + 3d-C cells had a significantly lower overall pMLC level and higher edge-to-center pMLC ratio (Fig. 2b, c; Supplementary Fig. 6b). Thus, experimental data support our modeling that mechanical compression causes lower overall but higher axial tension.

**Fig. 2:**
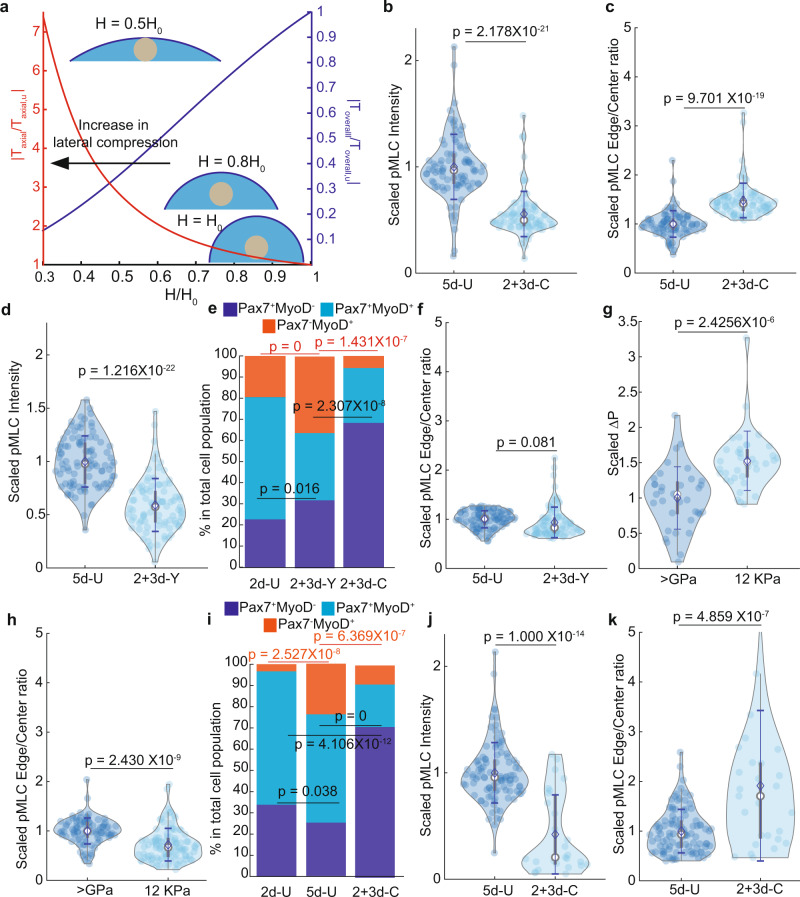
Tension analysis for MuSCs under different conditions. **a** Mathematical model prediction of change in average tension distribution in terms of compressive strain. **b** and **c** pMLC distribution of 5d-U and 2+3d-C cells. This is in terms of overall pMLC (**b**) and pMLC Edge/Center ratio (**c**) (*n* = 3 for both 5d-U and 2+3d-C cells. Each repeat was scaled with the mean value of its respective 5d-U; of total 86 cells for 5d-U and 84 cells for 2+3d-C). **d** and **f** pMLC distribution of 5d-U and 2+3d-Y cells. This is in terms of overall pMLC (**d**) and pMLC Edge/Center ratio (**f**) (*n* = 3 for both 5d-U and 2+3d-Y cells. Each repeat was scaled with the mean value of its respective 5d-U, of total 95 cells for 5d-U and 87 cells for 2+3d-C). **e** Cell fate comparison between 2d-U, 2+3d-Y, and 2+3d-C cell (2d-U cell fate data is the same as in Fig. 1c. *n* = 4 for 2+3d-Y, of total 268 cells; *n* = 3 for 2+3d-C cells, of total 77 cells). **g** Pressure comparison between 5d-U cells seeded on plastic (stiffness > GPa) and on 12 kPa hydrogel (*n* = 9 for plastic-seeded cells, of total 35 cells. *n* = 9 for 12 kPa hydrogel-seeded cells, of total 36 cells). **h** Scaled pMLC Edge**/**Center ratio of 5d-U cells seeded on plastic and on 12 kPa hydrogel (5d-U cells on plastic are the same as in (**b**) and (**c**). *n* = 3 for 5d-U cells seeded on 12 kPa hydrogel, of total 100 cells). **i** Cell fate comparison between 2d-U, 5d-U, and 2+3d-C cells seeded on 12 kPa hydrogel (*n* = 3 for 2d-U, of total 148 cells. *n* = 4 for 5d-U, of total 532 cells, *n* = 4 for 2 + 3d-C, of total 228 cells). **j** and **k** pMLC distribution of 5d-U and 2+3d-C cells seeded on 12 kPa hydrogel. This is in terms of overall pMLC (**j**) and pMLC Edge/Center ratio (**k**) (5d-U data is the same as in (**h**). Each repeat was scaled with the mean value of its respective 5d-U. *n* = 3 for 2+3d-C, of total 27 cells). Modeling results presented in (**a**) is up to second-order accuracy (see the “Methods” section under the subsection “Mathematical model for solving cell shape”). **b**–**h**, **j**, and **k** data were presented with mean$$\pm$$s.d. $$p$$-value was assessed with Student’s two-tail *t*-test using MATLAB. Data in **e** and **i** were presented with overall fractions. $$p$$-value was assessed based on a two-tailed Cochran–Mantel–Haenszel test using MATLAB. The comparison was considered significant if $$p\le 0.05$$. Representative images are shown in Supplementary Fig. 6.

We further tested whether low overall and high axial tensions are both necessary to affect MuSC fate. We first reduced both overall and axial tensions by treating the cells with Y-27632 (which inhibits ROCK, an upstream effector of pMLC) after 2 days of culture and assaying them at day 5 (2 + 3d-Y cells). The 2 + 3d-Y cells had a ~50–60% reduction of overall pMLC level compared to 5d-U cells, similar to that of the 2 + 3d-C cells (Fig. 2d; Supplementary Fig. 6b). Atomic force microscopy (AFM) determined a ~50% reduction in 2 + 3d-Y cells’ cross-membrane pressure, Δ*P* (linearly scaled with overall tension^20,21^; see the “Methods” section), from that of 5d-U cells (Supplementary Fig. 6c), which supported pMLC level as a proxy for cell tension. Although 2 + 3d-C and 2 + 3d-Y cells had a similarly reduced overall pMLC level, the latter showed no increase of pMLC edge-to-center ratio, relative to 5d-U cells (Fig. 2f; Supplementary Fig. 6b). Interestingly, 2 + 3d-Y cells had a moderately higher and significantly lower Pax7^+^MyoD^−^ fraction than 2d-U and 2 + 3d-C cells, respectively, and a significantly higher Pax7^+^MyoD^−^ fraction than 5d-U cells (Fig. 2e, Supplementary Fig. 6d, e). Thus, lowering overall tension without increasing axial tension yielded only a slight increase in Pax7^+^MyoD^−^ cell fraction. Applying compression onto Y-27632-treated MuSCs resulted in substantial cell loss, precluding assessment. We next increased the overall cell tension by culturing MuSCs on Matrigel/fibronectin-coated 12 kPa hydrogel^25^. 5d-U cells on 12 kPa had a ~60% higher Δ*P* than those on plastic (determined by AFM; Fig. 2g). The pMLC edge-to-center ratio of cells on 12 kPa was ~10–15% lower than that of cells on plastic (Fig. 2h), reflecting ~30% higher absolute axial tension after taking the increased total tension into account. In both 2d-U and 5d-U settings, MuSCs on 12 kPa had a higher portion of Pax7^+^MyoD^−^ than those on plastic (Supplementary Fig. 6f, g), consistent with the report that 12 kPa is better in maintaining self-renewal divisions of MuSCs^10,11^. However, MuSCs cultured on 12 kPa still lose Pax7^+^MyoD^−^ cells from 2d-U to 5d-U (Fig. 2i). Thus, simultaneously elevating overall and axial tensions were insufficient in restoring Pax7^+^MyoD^−^ fate. By contrast, on 12 kPa, the 2 + 3d-C cells showed a lower overall level and a higher edge-to-center ratio of pMLC compared to 5d-U cells. This followed a similar trend of pMLC distribution from 2 + 3d-C to 5d-U cells on plastic (Fig. 2j, k; Supplementary Fig. 6h, i). Importantly, the Pax7^+^MyoD^−^ fractions of 2 + 3d-C cells, on plastic and 12 kPa, were also similar (Fig. 2i; Supplementary Fig. 6f, g) and were significantly higher than those in respective 2d-U and 5d-U cells. Together, these results indicate that the low overall tension and high axial tensions concomitantly achieved by mechanical compression are most effective in supporting the Pax7^+^MyoD^−^ fate—even though the basal chemistries between the ECM-coated 12 kPa hydrogel and plastic surface are different. By extension, the flattened and extended shape of quiescent MuSCs in vivo (Supplementary Fig. 1a–c) implies that they experience higher axial tension and lower overall tension by mechanical compression.

### Compressed MuSCs have higher levels of Notch signaling

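RNA was sequenced from muscle stem cells (MuSCs) of 4 groups, with 3 libraries each. F cells were lysed in TRIzol as they were sorted. 2d-U and 5d-U cells were cultured without compression to day 2 and day 5, and 2+3d-C cells were cultured to day 5 with compression over the last 3 days. Cultured cells were lysed directly after the medium, and in 2+3d-C the compression device, had been removed. cDNA was made with the SMART-Seq kit, which amplifies full-length cDNA from small amounts of RNA by PCR, and was read from one end. The authors aligned the reads to the mouse genome (build mm10) with the nf-core pipeline for RNA-seq. They deposited the number of reads counted on each of 55335 genes of the GENCODE vM23 annotation, without normalization and without regard to strand. Between 12540745 and 62424851 reads per library were counted on genes. The median was 25854470 in F (24577250 to 32782757), 36266156 in 2d-U (20329459 to 45003574), 29384369 in 5d-U (20953163 to 30593562) and 23495260 in 2+3d-C, the group that held both the shallowest and the deepest library. A count of 3, taken as the limit of detection, stood for a CPM (count scaled to the library's reads on genes) of 0.0481 in the deepest library and 0.239 in the shallowest. PCR reads without molecular identifiers are not independent molecules, so this limit covers counting error only.

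Genes with enough reads for a test (edgeR's filterByExpr) numbered 22635. Group differences were tested with edgeR's quasi-likelihood test, two-sided, in 1 fit over all 12 libraries after TMM normalization, with Benjamini-Hochberg adjustment over these genes. RPKM were computed from the same counts with TMM-scaled library sizes and the exon length that the files give for each gene. The libraries also differed in a way that the groups do not explain. Replicates 1 and 6 of 5d-U had 3.84 and 0.633 reads per kb of exon on the autosomal members of 1860 genes of families that are silent in most tissues, such as olfactory and vomeronasal receptors, and replicates 4 and 5 of F had 5.11 and 7.23. In the other 8 libraries this density was 0.00969 to 0.228. Within the 4 libraries the reads on these genes rose with exon length (Spearman's rho across genes 0.58 to 0.76). Settings that allow for such reads were added to the alternatives.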

To uncover the molecular signature of compressed MuSCs, we interrogated the RNA-seq data among F, 2d-U, 2 + 3d-C, and 5d-U MuSCs (Fig. 3a). Principal component analysis indicated that F and 2 + 3d-C MuSCs were more similar than 2d-U and 5d-U cells (Supplementary Fig. 7a). 

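Distances between libraries were taken over the 500 genes with the highest variance of DESeq2's variance-stabilized counts, the values that also gave the principal components. The first component held 79% of the variance. It placed F and 2+3d-C libraries at 46.5 to 78.4 and 2d-U and 5d-U libraries at -69.5 to -43.2. The second component held 11.6%, with 2+3d-C libraries at -39 to -27.9 and F libraries at 6.21 to 41.6. F and 2+3d-C libraries were 71.5 apart on average (50.6 to 87.8, 9 pairs), and 2d-U and 5d-U libraries 45.3 (38.3 to 51.4, 9 pairs), which makes the first distance 1.58 times the other. Libraries of the same group were 20.9 apart in 2d-U, 36.9 in 5d-U, 39.1 in F and 39.5 in 2+3d-C. From 2+3d-C libraries, 5d-U lay at 121 (109 to 129) and 2d-U at 125 (121 to 129), so the distance to F was 0.593 of that to 5d-U. This last ratio moved most when all tested genes replaced the 500, to 0.88. The ratio of 1.58 was 1.36 without replicate 4 of F and 1.34 on log2 CPM.

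Between F and 5d-U, 4643 genes differed at an adjusted p-value under 0.05 (edgeR's quasi-likelihood test), 2014 of them higher in F. With DESeq2, 3809 were higher in F and 2785 lower. Between F and 2d-U, 9922 genes differed, and 7527 of these were higher in F. The number that differed moved most, to 2739, with the replicate number as a block, although these numbers do not pair the libraries. It was 16533 without replicate 1 of F, 5060 without replicate 5 of F, and 4941 among genes with a mean of at least 5 CPM, a limit chosen after the data were seen. A fit without 1 library repeats the filter on reads. Without replicate 1 of F it tested 27750 genes in place of 22635.

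**Figure D1:**
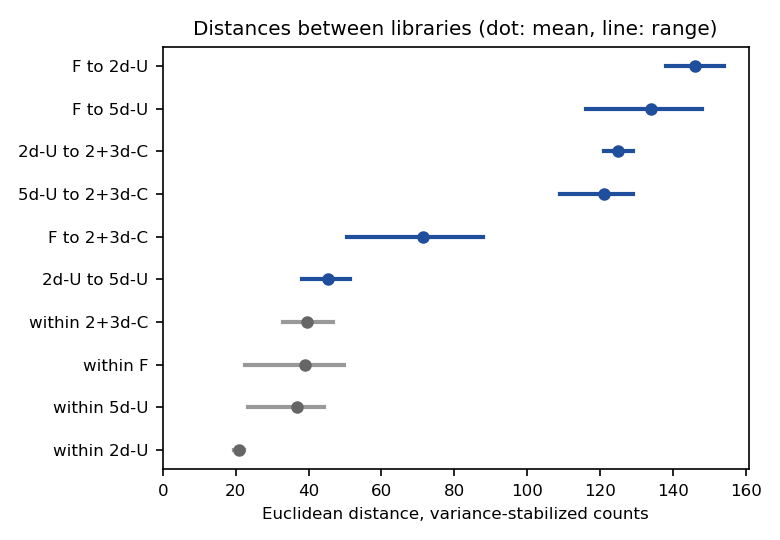
Euclidean distance between libraries within and between groups (dots, means; lines, ranges over pairs of libraries), over the 500 most variable genes after variance stabilization. Distances between F and 2+3d-C (50.6 to 87.8) lie above those between 2d-U and 5d-U (38.3 to 51.4), with an overlap of their ranges, and below those between 2+3d-C and either uncompressed group (109 to 129).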

The similarity between 2d-U and 5d-U cell populations likely reflected a large Pax7^+^MyoD^+^ cell fraction in both (Fig. 1c). 

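In 5d-U against 2d-U, 424 genes were higher and 55 lower at an adjusted p-value under 0.05 (edgeR's quasi-likelihood test). In this fit of all 12 libraries that was the smallest number of the 6 pairs of groups. Replicates 1 and 6 of 5d-U carry reads on silent gene families, and the 2d-U libraries hardly any. After the reads expected from their density had been subtracted from each gene, an alternative chosen after the data were seen, 93 genes were higher and 43 lower. DESeq2 gave 2414 and 394, and leaving out 1 of the 6 libraries of these groups gave between 142 (without replicate 3 of 2d-U) and 771 (without replicate 2 of 5d-U) higher genes. Without replicate 1 of 5d-U, which carries the most of these reads in the group, 579 were higher. That fit tested 26972 genes, and 356 of its higher genes were among the 424. The other groups enter the same fit, and without replicate 10 of 2+3d-C 1239 genes were higher and 95 lower. In that fit fewer genes differed between 2+3d-C and F (270 higher and 601 lower in 2+3d-C), so the ranking did not hold. It also did not hold without replicate 5 of 2+3d-C (720 and 129, against 160 and 490). At an unadjusted p-value under 0.05, 7472 genes were higher in 5d-U than in 2d-U, and only 6991 differed between F and 5d-U. The RPKM of Myod1 was 655 ± 81.3 (SD, n = 3) in 2d-U and 944 ± 337 in 5d-U, and that of Pax7 was 5.76 ± 0.686 and 4.48 ± 1.77. For both genes the means differed by less than the SD of the 5d-U libraries. These values are averages over each culture and do not give the share of cells that hold either protein.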

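Pax7 (ENSMUSG00000028736.13) lies on chromosome 4 of mm10 from 139737062 to 139833528 and encodes a transcription factor of MuSCs. Its RPKM was 13.3 ± 2.56 (SD, n = 3) in 2+3d-C and 2.51 ± 1.09 in F. Its log2 fold change in 2+3d-C was 1.57 against 5d-U (standard error 0.47, adjusted p = 0.0274 from edgeR's quasi-likelihood test), with every 2+3d-C library above every 5d-U library. With each of the 6 libraries left out in turn it stayed between 1.26 and 1.78, with adjusted p from 0.036 to 0.103 and 2 of the 6 under 0.05. Against 2d-U the log2 fold change of Pax7 was 1.20 (adjusted p = 0.0723), and against F it was 2.40 (adjusted p = 0.0151, and 0.0784 without replicate 4 of F).

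Calcr (ENSMUSG00000023964.15; chromosome 6, 3685680 to 3764714) had an RPKM of 13 ± 6.49 in 2+3d-C, 8.64 ± 11 in F, 0.116 ± 0.17 in 5d-U and 0.0129 ± 0.0223 in 2d-U. The log2 fold change was 6.80 against 5d-U (standard error 1.56, adjusted p = 0.00651) and 9.68 against 2d-U (adjusted p = 0.00149). In 5d-U only replicate 1 held more than 3 Calcr reads, and of its 1.22 CPM there 0.717 CPM is the level expected from its reads on silent families. Without that library the change against 5d-U is only a limit, and that against 2d-U, where replicate 1 alone held more than 3 reads, rests on few reads as well. With a model term for the 4 libraries that carry such reads, chosen after the data were seen, Calcr did not pass against 5d-U (5.51, adjusted p = 0.112). The collagen gene Col5a1 (ENSMUSG00000026837.16; chromosome 2, 27886425 to 28039514), of whose exons 2.48% overlap another gene, rose by 3.58 against 5d-U (standard error 0.641, adjusted p = 0.00133) and 3.66 against 2d-U (adjusted p = 0.00101). Its RPKM was 19.1 ± 11.2 in 2+3d-C, 13.9 ± 8.64 in F and 1.6 ± 0.0839 in 5d-U. For Col5a3 (ENSMUSG00000004098.7; chromosome 9, 20770050 to 20815067) the changes were 7.05 (standard error 1.34, adjusted p = 0.00199) and 6.82 (adjusted p = 0.00203), from 0.167 ± 0.0999 RPKM in 5d-U to 22.2 ± 15.5 in 2+3d-C. None of Calcr, Col5a1 and Col5a3 differed between 2+3d-C and F at an adjusted p-value under 0.05 (0.768, 0.615 and 0.864, with log2 fold changes of 0.59, 0.45 and 0.30). These changes depended on single libraries. Replicate 1 of F held 83.1 CPM of Calcr, replicates 4 and 5 held 3.47 and 14.8, and without replicate 1 of F the change of Calcr was 2.36 (adjusted p = 0.201). That of Col5a1 ran from 0.05 to 1.08 with 1 library left out, and that of Col5a3 was -0.14 without TMM and -0.21 without replicate 1 of F.

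Of the 15 genes of Fig. 3b, 13 were higher in 2+3d-C than in 5d-U at an adjusted p-value under 0.05 over all genes tested, and 15 when adjusted over the list alone. The paper's legend gives every gene shown as past its threshold in these libraries, so neither count is independent evidence. Log2 fold changes ran from 1.22 (Gas1) to 8.26 (Apoe), around a median of 5.18. The median over all tested genes was -1.05. For 14 of the 15 every 2+3d-C library was above every 5d-U library. Chance gives 5% in this direction and 10% in either, but only for genes that were not chosen on these libraries. Gas1 (adjusted p = 0.0857) and Ptprz1 (3.99, adjusted p = 0.0696) were past the threshold only with other settings, among them DESeq2 (0.0192 and 0.0159), and further from it with others, up to 0.319 and 0.242. Against 2d-U 13 of the 15 were higher, and against F only Pax7 and Spry1 were, also when adjusted over the list alone. Spry1 (1.72, adjusted p = 0.0254) did not pass against F without replicate 4 of F (0.115). Against 5d-U, 10 of 12 endothelial and 7 of 12 fibroadipogenic markers were also higher in 2+3d-C and 0 lower, whereas 5 of 11 myofiber markers were lower. RNA of other cells was therefore not separated from a change within MuSCs.

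**Figure D2:**
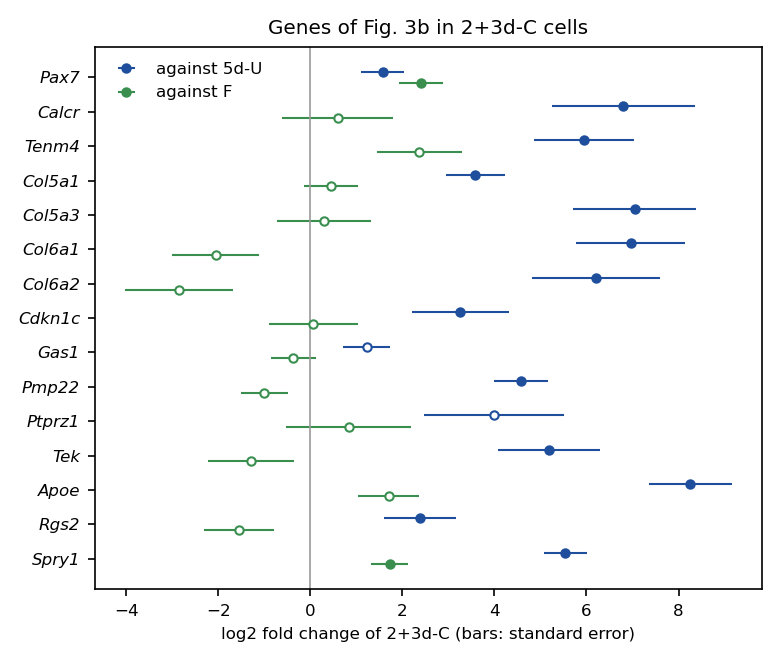
Log2 fold change (points, edgeR) with its standard error (bars) of each gene of Fig. 3b in 2+3d-C against 5d-U and F. Changes against 5d-U run from 1.22 to 8.26, whereas those against F lie on both sides of 0, from -2.86 to 2.40.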

Genes associated with MuSC quiescence^10,26–30^, particularly *Pax7, calcitonin receptor (Calcr)*, and *collagen 5a1*&*3 (Col5a1, Col5a3)*, were upregulated in 2 + 3d-C cells (Fig. 3b, Supplementary Table 1), despite the presence of non-Pax7^+^MyoD^−^ cells. A high level of *Pax7* is linked to MuSC stemness^31^, and *Calcr* and *Col5a1*&*3* are critical for MuSC quiescence^30,32^. In contrast, genes related to MuSC activation, proliferation or myogenic differentiation^26,28^ were upregulated in 2d-U and 5d-U cells (Fig. 3c, Supplementary Table 2). Together with the EdU data (Fig. 1h), 2 + 3d-C Pax7^+^MyoD^−^ cells represent a cell fate/state mimicking quiescent MuSCs^28,29^.

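All 12 genes of Fig. 3c were lower in 2+3d-C than in 5d-U at an adjusted p-value under 0.05 (edgeR's quasi-likelihood test), both over all genes tested and adjusted over the list alone, and each was lower in every 2+3d-C library than in every 5d-U library, where chance gives 5% in this direction and 10% in either. The legend gives these genes too as past its threshold in these libraries, so neither the count nor this separation of the libraries is independent evidence. The fitted log2 fold changes had a median of -7.15. Top2a (ENSMUSG00000020914.17; chromosome 11, 98992943 to 99024189), which encodes a topoisomerase of dividing cells, had an RPKM of 0.388 ± 0.207 (SD, n = 3) in 2+3d-C, 17.8 ± 4.61 in 5d-U and 15.9 ± 4.08 in 2d-U. Its log2 fold change was -5.50 against 5d-U (standard error 0.556, adjusted p = 2.08e-05) and -2.44 against F (adjusted p = 0.0145, and 0.063 without replicate 4 of F). The smallest change in the list was that of Cdc7, -2.81 (standard error 0.673, adjusted p = 0.00827).

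Myog, Mki67, Bub1 and Plk1 were at or under 3 reads in every 2+3d-C library, so their folds are limits. Mki67 (ENSMUSG00000031004.8; chromosome 7, 135689784 to 135716361), at 3.92 ± 0.713 RPKM in 5d-U and 2.25 ± 0.359 in 2d-U, was at least 213-fold lower than in 5d-U and at least 122-fold lower than in 2d-U. For Bub1 (14.8 ± 4.64 RPKM in 5d-U) these limits were 348-fold and 406-fold, and for Plk1 887-fold and 1220-fold. Myog (ENSMUSG00000026459.5; chromosome 1, 134289989 to 134292548), a transcription factor of differentiating myoblasts, was at least 4560-fold lower than the mean of 5d-U, in which replicate 1 held 13 reads and replicates 2 and 6 held 25122 and 33864. In 2d-U, where Myog had 18 to 172 reads, it was at least 11.9-fold higher, and this difference had an adjusted p of 0.0869. The other 11 genes were lower in 2+3d-C than in 2d-U at an adjusted p-value under 0.05. Against F, 7 of the 12 were lower over all genes tested and 9 adjusted over the list alone.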

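Between 2+3d-C and 5d-U, 2068 genes were higher and 3042 lower in 2+3d-C at an adjusted p-value under 0.05 (edgeR's quasi-likelihood test). Without replicate 6 of 5d-U the numbers were 1338 and 1727. Between 2+3d-C and F the numbers were 438 and 1011, and these rested on single F libraries, since they were 26 and 222 without replicate 4 and 1185 and 8878 without replicate 1. Without replicate 1, 27750 genes were tested, and both remaining F libraries carry reads on silent families. Whether compression moved genes the way F cells differ from cultured cells was examined with 2 contrasts that share no library, F against 2d-U and 2+3d-C against 5d-U. Of the 3159 genes that passed the threshold in both, 2756 (87.2%) changed in the same direction. Across all tested genes, which are not independent replicates, Pearson's r of the log2 fold changes was -0.0894 and Spearman's rho -0.0419. The sign depended on genes with few reads: r was 0.576 over the 10766 genes with a mean of at least 5 CPM and -0.128 over the other 11869, a division made after the data were seen. With the controls exchanged, an alternative set in advance, r was 0.595 over all tested genes.

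The RNA of Myod1 (ENSMUSG00000009471.4; chromosome 7, 46376474 to 46379099), whose protein the paper uses to define the Pax7+MyoD- state, was at 3190 ± 1210 RPKM (SD, n = 3) in 2+3d-C and 489 ± 167 in F. Its log2 fold change in 2+3d-C was 1.76 against 5d-U (standard error 0.434, adjusted p = 0.0101), 2.28 against 2d-U (adjusted p = 0.00206) and 2.70 against F (adjusted p = 0.00559). Every 2+3d-C library was above every library of the other groups, and the change against 5d-U stayed between 1.40 and 2.03 with each of the 6 libraries of these groups left out in turn. With 9 other settings the change against 5d-U was at least 1.59, and it passed the threshold in 7 of them (highest adjusted p 0.0717). Against 2d-U and against F it passed in 8 of the 9 (highest adjusted p 0.0904 and 0.0507). Myf5 did not differ from 5d-U (log2 fold change 0.78, adjusted p = 0.242).

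From the higher quiescence genes and the lower activation genes, together with the EdU data of Fig. 1h, the paper concludes that 2+3d-C Pax7+MyoD- cells are in a state that mimics quiescent MuSCs.

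**Figure D3:**
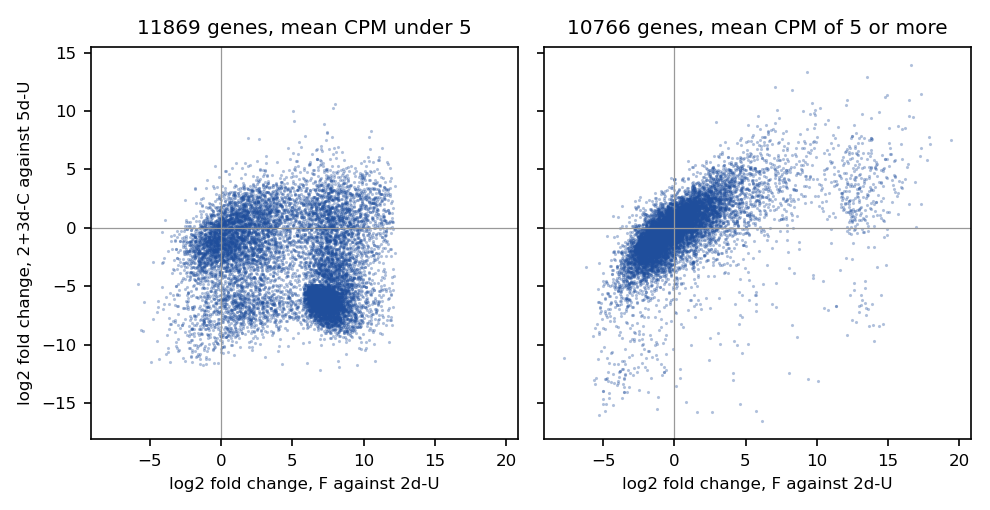
Log2 fold change of each tested gene (points) in F against 2d-U (horizontal axis) and in 2+3d-C against 5d-U (vertical axis), by mean expression. Genes with a mean of at least 5 CPM lie along the diagonal (r = 0.576), and the other genes show no such trend (r = -0.128).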

**Fig. 3:**
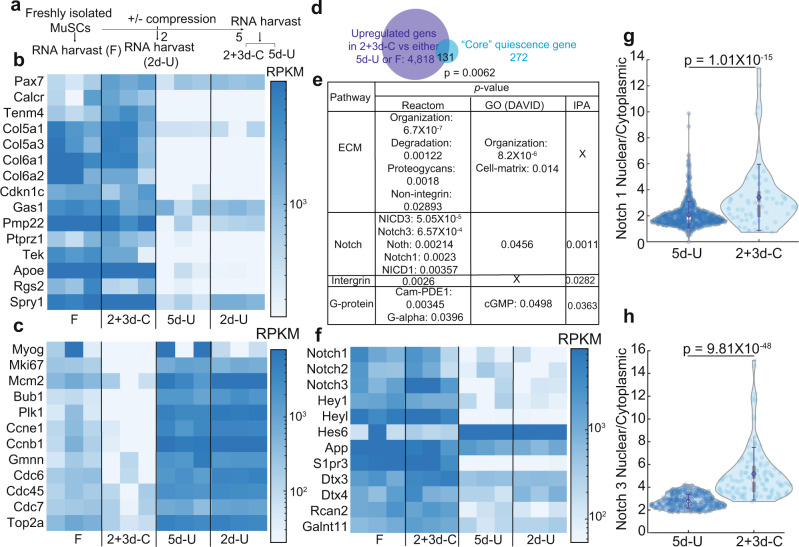
Transcriptome comparison between 2+3d-C, 5d-U, and F cells. **a** Experimental setup. **b**, **c**, **f** Reads Per Kilobase of transcript, per Million mapped (RPKM) readings of MuSCs’ quiescence and stemness (**b**), activation and differentiation (**c**), and Notch downstream genes (**f**). **d** Comparison between upregulated genes in 2+3d-C cells and “core” quiescence genes. **e** Pathway analyses on overlapped “core” quiescence genes. **g** and **h** Notch1 (**g**) and 3 (**h**) nuclear/cytoplasmic ratio comparison between 5d-U and 2+3d-C (*n* = 3 for each experimental set in RNA-seq; (**g**) *n* = 4 for 5d-U (+DMSO), of total 695 cells. *n* = 4 for 2+3d-C (+DMSO), of total 61 cells. **h** *n* = 5 for 5d-U (+DMSO), of total 291 cells. *n* = 3 for 2+3d-C (+DMSO), of total 124 cells). **b**, **c**, **f** RPKM readings, as well as respective *p-*values, were calculated by DESeq2.r package and MATLAB bioinformatics package. All presented genes have $$p\le 0.05$$. *p-*value for overlapping genes (**d**) was calculated by Fisher exact. *p-*value for each enriched pathway (**e**) was calculated respective pipelines. If $$p > 0.05$$, a “X” is marked. **g**, **h** data were presented with mean $$\pm$$s.d. *p-*value was assessed with Student’s two-tail *t*-test using MATLAB. The comparison was considered significant if $$p\le 0.05$$. Representative images for **g**, **h** are shown in Supplementary Fig. 8a, b. Normalized reads for **b**, **c**, **f** are in Supplementary Tables 1–3.

Recent studies documented substantial differences between F and in situ*-*fixed MuSCs, by assessing either steady-state or nascent mRNA transcripts^28,29^. Genes upregulated in fixed MuSCs were not identical between steady-state and nascent transcriptomes but had an overlap of 272 genes. We used these genes as core quiescent genes (see the “Methods” section) to understand the quiescent 2 + 3d-C MuSCs (Supplementary Fig. 7b). Pathway analysis of the core quiescent genes by IPA and Reactome showed enrichment for Notch, Hedgehog, and G-protein-related signaling (Supplementary Fig. 7c). The upregulated genes in 2 + 3d-C MuSCs (compared to both 2d-U and 5d-U cells) showed enrichment for Notch signaling, as well as actin-related cell mechanics and cell–ECM-related interactions (likely due to compression), by IPA and GO (DAVID) (Supplementary Fig. 7d). 

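By the rule of an unadjusted p-value under 0.05 and a positive log2 fold change, 2557 genes were higher in 2+3d-C than in both 2d-U and 5d-U, and 1696 were at an adjusted p-value under 0.05 in both (edgeR's quasi-likelihood test). In simulated counts without group differences, which hold no reads that rise over a whole library, the same rule gave 26 of 20812 genes. Of 100 splits of the real libraries only the real one gave as many as 2557. The pathway tools of the paper were not rerun. 5 gene lists fixed in advance were tested in their place against all other tested genes with camera, with Benjamini-Hochberg adjustment over the 10 tests of 5 lists against 2 controls.

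Notch receptors, ligands and processing enzymes (33 genes tested) had a median log2 fold change of 1.18 against 5d-U (10 genes higher and 3 lower at an adjusted p-value under 0.05, camera adjusted p = 0.00215) and 1.63 against 2d-U (14 and 2, adjusted p = 0.031). Of this list, Jag1, a ligand, rose by 5.14 against 5d-U (standard error 0.796, adjusted p = 0.000488). The list shares 5 genes with Fig. 3f. The 44 collagen genes had medians of 0.83 and 3.19, with 13 higher and 5 lower against 5d-U (camera adjusted p = 0.0044) and 23 and 1 against 2d-U (adjusted p = 0.000723). Laminins and integrins (42 genes) had medians of 0.32 and 2.96 and passed the threshold against 2d-U (adjusted p = 0.0156) but not against 5d-U (adjusted p = 0.151). Genes of the actin cytoskeleton (58 genes) went both ways, 7 higher and 12 lower against 5d-U and 11 higher and 7 lower against 2d-U (camera adjusted p = 0.782 and 0.864). Flnc rose by 6.33 against 5d-U (adjusted p = 0.000184), while Actb fell by 1.97 (adjusted p = 0.0134).

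Under fry, which allows for the correlation between genes in the residuals, the Notch list passed the threshold in both comparisons (adjusted p = 0.0255 and 0.011) and collagens as well as laminins and integrins against 2d-U only (both 0.0255), so the call for collagens against 5d-U did not hold (0.344). With the correlation estimated from the data, no list passed it (adjusted p from 0.199). The call for Notch against 2d-U also did not hold without TMM (0.0596), with the replicate block (0.157), with the reads expected from silent families subtracted (0.0634) or among genes with a mean of at least 5 CPM (0.129). That for laminins and integrins against 2d-U did not hold with the block (0.108) or among genes with a mean of at least 5 CPM (0.216), and that for collagens did not hold with the block (0.421). The subtraction and the limit of 5 CPM were chosen after the data were seen.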

One hundred and thirty-two of the core quiescent genes were upregulated in 2 + 3d-C MuSCs compared to 5d-U or F cells (Fig. 3d; $$p=0.0062$$, Fisher’s exact). 

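By the same rule of an unadjusted p-value under 0.05, 4267 genes were higher in 2+3d-C than in 5d-U or F, 3030 of them against 5d-U, 1835 against F and 598 against both (edgeR's quasi-likelihood test). An adjusted p-value under 0.05 gave 2368 for either and 138 for both. In simulated counts without group differences the rule for either control gave 781 of 20812 genes. The simulation draws each gene on its own and holds no reads that rise over a whole library, so 781 understates chance here. Of 100 splits of the real libraries, 6, the real one among them, gave at least 4267. With 1 of the 9 libraries of these groups left out, 3574 to 4859 genes were found. The core quiescent genes were not analysed here, so the overlap of Fig. 3d was not recomputed.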

Pathway analysis of the 131 genes by aforementioned informatic tools all showed Notch signaling enrichment (Fig. 3e). 

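Against 2d-U, 3619 genes were higher and 1954 lower in 2+3d-C at an adjusted p-value under 0.05 (edgeR's quasi-likelihood test), and 5518 and 3124 at an unadjusted p-value under 0.05. The excess of higher genes depended on the scaling between libraries. Without TMM normalization 2537 genes were higher and 3139 lower, so that the share of higher genes fell from 64.9% to 44.7%. Without replicate 2 of 2d-U the number of higher genes was 2340. All 2d-U libraries had Xist RNA and 0 reads of Ddx3y, whereas replicates 4 and 5 of 2+3d-C had Ddx3y. The comparison is thus not balanced for the sex of the animals.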

We obtained similar outcomes by analyzing upregulated genes in 2 + 3d-C cells relative to 2d-U cells (Supplementary Fig. 7e, f). 

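Hey1, Heyl, Hes1, Hes6 and Nrarp are transcriptional targets or regulators of Notch signaling. Heyl (ENSMUSG00000032744.4; chromosome 4, 123233556 to 123249875) had an RPKM of 91.9 ± 65.8 (SD, n = 3) in 2+3d-C, 36 ± 11.8 in F, 0.266 ± 0.213 in 5d-U and 0.293 ± 0.167 in 2d-U. Its log2 fold change was 8.45 against 5d-U (standard error 0.876, adjusted p = 2.55e-05 from edgeR's quasi-likelihood test) and 8.27 against 2d-U (adjusted p = 2.39e-05). Hey1 (ENSMUSG00000040289.8; chromosome 3, 8663359 to 8667256) rose by 2.32 against 5d-U (standard error 0.65, adjusted p = 0.0198) and 3.69 against 2d-U (adjusted p = 0.00159). In 4 of the 6 fits that each left out 1 library, the adjusted p against 5d-U was under 0.05 (highest 0.0516). Hes1 (ENSMUSG00000022528.8; chromosome 16, 30064384 to 30067796) was at 35.4 ± 15.7 RPKM in 2+3d-C, 66.6 ± 52 in 5d-U and 13.5 ± 1.13 in 2d-U, and passed the threshold against neither 5d-U (log2 fold change -0.91, adjusted p = 0.2) nor 2d-U (1.39, adjusted p = 0.0828). Hes6 (chromosome 1, 91411483 to 91414038) was lower, by a log2 fold change of -8.41 against 5d-U (standard error 1.6, adjusted p = 0.00201) and -5.33 against 2d-U (adjusted p = 0.0129). Nrarp rose by 4.52 against 5d-U (adjusted p = 0.0029) and had 0 reads in 2d-U, so that it was at least 122-fold higher than there, but 79.4% of its exons overlap another gene (Gm38287) and the reads do not separate them.

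Notch3, a receptor that Fig. 3f also shows (ENSMUSG00000038146.8; chromosome 17, 32120820 to 32166852), had an RPKM of 37.6 ± 24.7 in 2+3d-C, 0.575 ± 0.613 in 5d-U and 5.76 ± 2.58 in F, with a log2 fold change of 6.04 against 5d-U (standard error 0.917, adjusted p = 0.000422) and 2.71 against F (adjusted p = 0.0528). Of the 12 genes of Fig. 3f, 9 were higher and 1 lower (Hes6) than in 5d-U over all genes tested, and 11 and 1 adjusted over the list alone. For this list as well, which the legend gives as past its threshold in these libraries, the count is not independent evidence. Notch1 (3.71, adjusted p = 0.0563) and Notch2 (2.31, adjusted p = 0.0885) were outside it, and without replicate 4 of 2+3d-C further so (0.152 and 0.308). Against 2d-U 10 were higher and 1 lower, and against F only Dtx3 was higher (1.58, adjusted p = 0.0326), which held in 2 of the 6 fits that each left out 1 library. As a list, the 6 tested of 10 genes of the Hes and Hey families and Nrarp had a median log2 fold change of 0.70 against 5d-U (camera adjusted p = 0.0347, fry 0.0129) and 2.54 against 2d-U (camera adjusted p = 0.0156, fry 0.00162). The call against 5d-U did not hold in 9 of the 12 fits that each left out 1 library (highest adjusted p 0.298, without replicate 1 of 5d-U). Fits without a 2+3d-C or 5d-U library also tested Hes2 and Hes3, which have few reads. Neither call held with the reads expected from silent families subtracted (0.104 against 5d-U and 0.0634 against 2d-U) or with a term for the 4 libraries that carry them (0.162 and 0.058), both chosen after the data were seen. Of 10 smooth muscle or pericyte markers, Notch3 among them, 7 were higher than in 5d-U and 0 lower. Of 12 endothelial markers 10 were higher and 0 lower. Whether MuSCs or other cells supplied the Notch-related RNA was not tested.

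**Figure D4:**
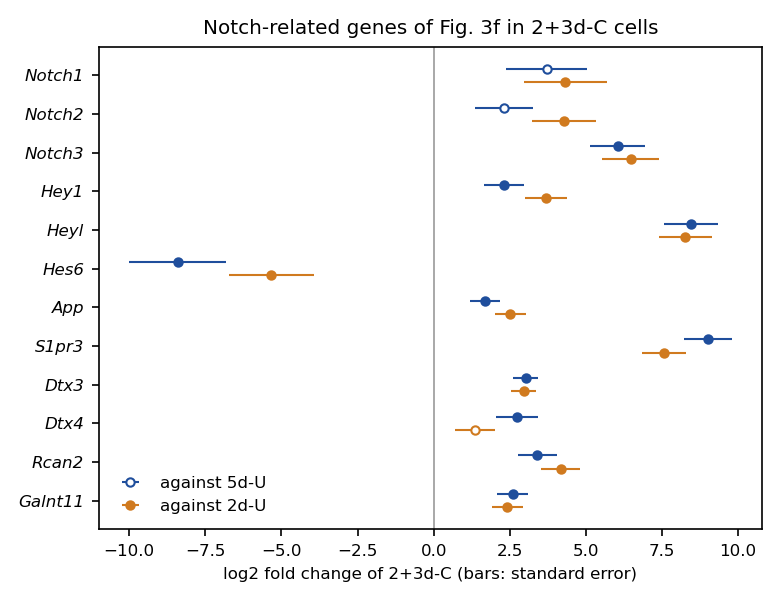
Log2 fold change (points, edgeR) with its standard error (bars) of each gene of Fig. 3f in 2+3d-C against 5d-U and 2d-U. All but Hes6, at -8.41 against 5d-U, are above 0 against 5d-U.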

Direct downstream genes of Notch, such as *Her* genes^26,30,33^, were indeed upregulated in 2 + 3d-C cells (Fig. 3f, Supplementary Table 3). To demonstrate Notch activation by compression, we examined the cellular localization of Notch 1&3 in MuSCs, as Notch1 plays a role in maintaining MuSCs stemness while Notch3 orchestrates MuSCs to return to quiescence^34,35^. Compared to 5d-U cells, 2 + 3d-C cells displayed nuclear enrichment of Notch1&3 (Fig. 3g, h; Supplementary Fig. 8a, b), providing evidence for Notch activation.

### Compression-induced Notch signaling is independent of Adam10/17

We next investigated the cellular mechanism underlying compression-induced Notch activation. Canonical Notch activation requires binding of the ligand Delta (Dll or Dll-related members in mammal cells) from neighboring cells. Pulling force on Dll by endocytosis of neighboring cells causes a conformational change of the juxta-membrane negative regulatory region (NRR) domain of Notch for S2-cleavage by ADAM10 or 17. Intramembrane S3-cleavage by γ-secretase then follows and initiates Notch intracellular domain’s nuclear enrichment, affecting downstream gene expression^36^. As we did not provide exogeneous Dll with a pulling force, the canonical mode was unlikely to mediate nuclear-enriched Notch1&3. In addition, 2 + 3d-C MuSCs were singly isolated and mostly non-proliferative, making a low probability for Dll-Notch signaling via cell–cell contact^37^. We therefore considered a Dll-independent cell-autonomous mode of Notch activation by compression. If so, S2-cleavage might not be needed, while the S3-cleavage should still be required for Notch nuclear enrichment. To test this, we inhibited S2-cleavage by blocking ADAM10 and 17 with GI254023X and TAPI-0, respectively, and S3-cleavage by blocking γ-secretase with DAPT. We compared Notch3 nuclear enrichment and cell fate of 5d-U and 2 + 3d-C MuSCs under these pharmacological treatments to the mock-treated controls (Fig. 4a; see the “Methods” section). Inhibition of either S2- or S3-cleavage increased the Pax7^−^MyoD^+^ cell fraction and decreased nuclear Notch3 to a similar level in 5d-U MuSCs (Fig. 4b, c; Supplementary Fig. 8c–f). Compression-induced increases of Pax7^+^MyoD^−^ cell fraction and nuclear Notch3 were only abolished by inhibiting S3-cleavage (Fig. 4d, e; Supplementary Fig. 8c–f). Since blocking S2 or S3-cleavage achieved similar results for 5d-U cells, the difference in these treatments found in 2 + 3d-C cells implied that the canonical Dll-dependent S2-cleavage of Notch was not critical for MuSC stemness under compression. We suggest that compression-induced tension distribution triggers a conformational change of NRR for a cryptic cleavage, i.e., not mediated by ADAM10/17, near the S2 site to activate Notch. Altogether, our results support a mechanism in which the combined low overall and high axial tensions from compression create a membrane topology permissible for eventual S3-cleavage of Notch in the MuSC.

**Fig. 4:**
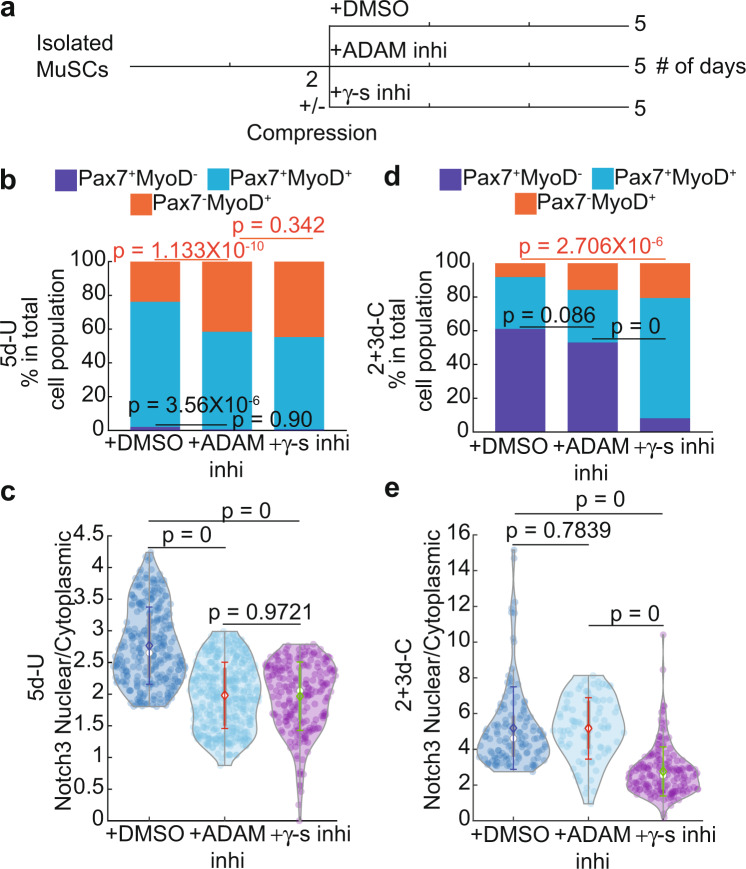
Notch nuclear enrichment assay and cell fate evaluation after blocking S2 (+ADAM inhi) or S3 (+γ-s inhi). **a** Experimental setup. **b** and **c** 5d-U cells’ fate (**b**) and Notch3 nuclear/cytoplasmic ratio (**c**) comparison after between control (+DMSO) and blocking S2 or S3 cleavage (**b** *n* = 7 for +DMSO, of total 1303 cells; *n* = 3 for +ADAM inhi, of total 332 cells; *n* = 3 for +γ-s inhi, of total 596 cells. **c** +DMSO data is same as in Fig. 3j. *n* = 4 for +ADAM inhi, of total 423 cells. *n* = 3 for +γ-s inhi, of total 215 cells). **d** and **e** 2+3d-C cells’ fate (**d**) and Notch3 nuclear/cytoplasmic ratio (**e**) comparison between control (+DMSO) and blocking S2 or S3 cleavage (**d** *n* = 7 for +DMSO, of total 280 cells; *n* = 5 for +ADAM inhi, of total 183 cells; *n* = 4 for +γ-s inhi: of total 715 cells. (**e**) +DMSO data is the same as in Fig. 3j. *n* = 3 for +ADAM inhi, of total 88 cells. *n* = 3 for +γ-s inhi, of total 169 cells). Data in **b** and **d** was presented with an overall fraction. $$p$$-value was assessed based on a two-tailed Cochran–Mantel–Haenszel test using MATLAB. (**c**) and (**e**) data was presented with mean $$\pm$$s.d. $$p$$-value was assessed with Kruskal–Wallis tests using MATLAB. The comparison was considered significant if $$p\le 0.05$$. Representative images are shown in Supplementary Fig. 8c–f.

## Discussion

The concept of activated MuSCs returning to quiescent under apical compression helps explain their activity in vivo. During the injury-regeneration cycle, MuSCs residing over a damaged myofiber segment lose apical contact and become activated for regeneration^6^. As newly regenerated muscle fibers form and undergo hypertrophic growth, their compression force onto MuSCs increases. This can serve as a timed-mechanical control as regenerated muscles reach their original size and mechanical properties, instructing Pax7^+^MyoD^+^ and Pax7^−^MyoD^+^ populations to return to their quiescent stem cell state. Such control prevents overt regeneration and maintains a relatively constant MuSC-to-muscle ratio after each injury-regeneration cycle, i.e., proportional regeneration. A similar scenario likely applies to establishing the initial quiescent MuSC pool when postnatal muscles reach a mature size to exert sufficient compression force to instruct MuSC quiescence. This principle may be extended to the scaling between MuSCs and muscles during adaptive muscle size changes, such as exercise and aging. Importantly, our in vitro-engineered niche activates the Notch signaling pathway utilized for MuSC quiescence in vivo^30,35^. Synthesizing the known signaling pathways and our findings herein, we re-interpret that Cadherins act to decrease overall tension by mediating apical adhesion with the myofiber^38^, and Wnt-Rho signaling orchestrates tension re-distribution^39^ (Supplementary Fig. 7b). Both measures are accomplished by compression to activate Notch for MuSC quiescence. Furthermore, myofiber-expressed Dll has been implicated in the signaling of MuSC quiescence^40^ and shown to be localized at MuSCs’ cell edge^41^, a predicted high axial tension region caused by compression. We propose that Dll-induced and Dll-independent tension-sensing Notch signaling co-exist to assure the steady state MuSC quiescence over long-term muscle use, i.e., mechanical loading of muscle fibers^42^. Our results differ from the dysregulated, cell-autonomous activation of Notch caused by cancer-promoting mutations in Notch(es)^43^ or by mutations in genes regulating endo-lysosomal trafficking of Notch^44,45^. Whereas we addressed a previously unexplored compression force in stem cell quiescence, mechanical stimuli such as ECM elasticity, stretching, and osmolarity, are known to stimulate the proliferation or differentiation of stem cells in various tissues, including the skeletal muscle^11,14,46–48^. Thus, it stands to reason that distinct quiescent and stimulatory microscopic niche mechanics defined by the macroscopic mechanical properties of a resident tissue are sensed by stem cells for tissue homeostasis.

## Methods

### Manufacturing microfluidic compression device

The compression device is fabricated using a soft-lithography technique^49^. The first step is to etch a silicon wafer with UV light to a specific pattern and depth (used as a mold).

The compression pillar pattern was designed by AutoCAD (Supplementary Fig. 2a, b) and printed onto a photomask. Each pattern group had a designed size comparable to the area of one well in a 24-well plate, and one photomask contained eight pattern groups. This photomask allows the UV light to etch only at the designated pillar regions (Supplementary Fig. 2b). The wafer (Wafer World) is spun-coated with SU8 3005 photoresists (3000 rpm, 1 min) at a specific mixing ratio, which allows the UV to etch 4 μm into the wafer. We then align the photomask with the wafer using EV620 Double-Sided Mask Aligner and expose it to UV.

PDMS Sylgard 184 silicone elastomer and curing agent (DOW) were thoroughly mixed at 10:1 ratio and vacuum degassed next. We spun-coat a thin layer of PDMS (500 rpm, 15 s) onto the mold and baked it at 70 °C until the PDMS cured (~25 min). The cured PDMS film contained protruded-out pillars, with a height of ~4 μm, following the caved-in pillar pattern on the mold (referred to as pillar-side) (Supplementary Fig. 2c). Then, the PDMS is then carefully peeled off from the mold and attached to a cover glass at the non-pillar side.

### Mathematical model for solving cell shape

The change in local cellular curvature and apical tension due to externally applied mechanical compression can be recapitulated by using a force-balance-based mathematical model:^20,21,25^

1 $$\varDelta P{\left(\nabla \cdot {{{{{\bf{n}}}}}}\right)}^{-1}-T=0$$

in which **n** is the local unit normal vector. $$\nabla$$ is operating at the local cell membrane surface. *T* is cell tension, and $$\varDelta P$$ is the intracellular-to-extracellular hydrostatic pressure difference. By geometric definition, $$\left(\nabla \cdot {{{{{\bf{n}}}}}}\right)$$ equals to the trace of curvature tensor: $$\nabla \cdot {{{{{\bf{n}}}}}}={c}_{1}+{c}_{2}$$, which describes the local shape of the cell ($${c}_{1}$$ is the curvature along the azimuthal direction and $${c}_{2}$$ is the curvature along the axial direction). We numerically solved Eq. (1) under the constant volume constraint by discretizing it to second-order accuracy. We programmed the solver using MATLAB code.

Assuming symmetric shape, we parameterized the cell surface using cell local radius, *R* and azimuthal angle ⎝ (Supplementary Fig. 6a). Equation (1) can be written as

2 $${(\nabla \cdot {{{{{\bf{n}}}}}})}^{-1}={\left(\underbrace{\frac{2{R}^{{\prime} 2}+{R}^{2}-R\frac{{d}^{2}R}{d{\theta }^{2}}}{{\left({R}^{2}+{\frac{dR}{d\theta }}^{2}\right)}^{1.5}}}_{{c}_{1}}+\underbrace{\frac{1-\frac{\frac{dR}{d\theta }}{R}\cot \theta }{\sqrt{{R}^{2}+{\frac{dR}{d\theta }}^{2}}}}_{{c}_{2}}\right)}^{-1}=\frac{T}{\Delta P}$$

Two boundary conditions are required to solve this equation. First, under compression, the cell height is fixed at *H*: $$R\left(\theta =0\right)=H$$. Second, based on the symmetric condition: $$\frac{{{\mathrm {d}}R}}{{\mathrm {d}}\theta }\left(\theta =0\right)=0$$. We close the system by assuming: $$T \sim k\left(\frac{1}{c1}+\frac{1}{c2}\right)$$ and the cell retains a constant volume, *V*_0_, right when the vertical compression is applied (*V*_0_ is uncompressed cell volume; Supplementary Fig. 3c). Supposed uncompressed cell has a hemisphere shape with radius of $${R}_{0}$$ (~8.7 μm; Supplementary Fig. 3b):

3 $$V=\pi {\int }_{\!\!\!0}^{\frac{\pi }{2}}{R}^{2}\theta \left(R\sin \sin \theta -\frac{{{\mathrm {d}}R}}{{\mathrm {d}}\theta }\cos \cos \theta \right){\mathrm {d}}\theta ={V}_{0}=\frac{2}{3}\pi {R}_{0}^{3}$$

Numerically, we discretized $$R\left(\theta \right)$$ with finite angle increment $${\mathrm {d}}\theta =\frac{\pi }{1000}$$. We expand the expression for *R* using Taylor series and approximate the first and second derivative to the second-order accuracy:

4 $$\frac{{dR}}{d\theta }(\theta ) 	= \frac{R\left(\theta +d\theta \right)-R\left(\theta -d\theta \right)}{2d\theta }+O\left(d{\theta }^{2}\right) \\ \frac{{d}^{2}R}{d{\theta }^{2}}(\theta ) 	= \frac{R\left(\theta +d\theta \right)+R\left(\theta -d\theta \right)-2R\left(\theta \right)}{d{\theta }^{2}}+O\left(d{\theta }^{2}\right)$$

By solving discretized Eq. (2) under aforementioned constrain/assumption (volume error tolerance was set at 1%: $$\left|\frac{V-{V}_{0}}{{V}_{0}}\right|\le 0.01$$), we can solve for cell shape: $${c}_{1}$$ and $${c}_{2}$$.

Substituting $${c}_{1}$$ and $${c}_{2}$$ to: $$T \sim k\left(\frac{1}{c1}+\frac{1}{c2}\right)=\frac{k}{{c}_{1}}+\frac{k}{{c}_{2}}$$: We define: $$\frac{k}{{c}_{1}}$$ as azimuthal (overall) tension: $${T}_{{{\mathrm {overall}}}}$$ and $$\frac{k}{{c}_{2}}$$ as axial tension, $${T}_{{{\mathrm {axial}}}}$$.

### Atomic force microscopy (AFM)

AFM experiments were done with a silicon nitride (SiN) cantilever and tips with a nominal spring constant of 0.01 N/m (Bruker, USA) on an MFP3D (Asylum Research, USA) instrument. Thermal fluctuation method was used to calibrate the stiffness of the cantilever before every experiment^50^. To measure the apical stiffness, cells were indented using contact mode to get force–displacement curves (Supplementary Fig. 9a, c). The cell-to-cantilever contact area was estimated to be 1 μm^2^. All data processing was done using Igor pro software (Wavemetrics, USA). The indentation was done by indenting the cells with depths of no more than 1.5 μm so that it would fall into the category of “small indentation”. The indentation increment was set so that there were 400 indentation steps for the depth–force curve for each cell. The mathematical model used to approximate the overall tension from AFM data was similar to Eq. (1) but under different conditions. The details were described under the subsection “Approximating overall tension from AFM data using a mathematical model” and the example indentation strain–stress curves with their respective fitting are shown in Supplementary Fig. 9.

### Approximating overall tension from AFM data using a mathematical model

Because of the small-strain indentation (<10% of total cell height) and the small contact area between the AFM cantilever and the cell surface, the cell remained at a constant volume and a relatively constant intracellular-to-extracellular pressure difference. Cell membrane surface parametrization was described in the previous section (Supplementary Fig. 6a). The mechanical energy function, *E*, describes the cellular shape change in response to extracellular force.

5 $$E={\int }_{\!\!\!\!A}T{\mathrm {d}}A-{\int }_{V}\Delta P\,{\mathrm {d}}V$$

the functional derivative of *E* (Eq. (5)) in terms of the cell’s apical area, *A*,$$\frac{\delta E}{\delta A}$$, is the classic normal force shown as the left-hand side of Eq. (1).

To satisfy the constant volume constrain (i.e., the indented volume, $$V$$, equals to the un-indented volume, $${V}_{0}\left)\right.$$, we added a LaGrange multiplier term to the mechanical energy: $$E=E+{\lambda }_{0}({V}_{0}-V)$$. Setting $$\frac{\delta E}{\delta A}$$ to 0:

6 $$\varDelta P{\left(\nabla \cdot {{{{{\bf{n}}}}}}\right)}^{-1}-T-{\lambda }_{0}\frac{\delta V}{\delta A}=0$$

$$\frac{\delta V}{\delta A}=\frac{\delta V}{\delta R}{\left(\frac{\delta A}{\delta R}\right)}^{-1}$$, which is a complicated function. Because of the small strain indentation condition, $$\frac{\delta A}{\delta R} \sim {r}_{0}$$; in which $${r}_{0}$$ is cell’s spreading radius (Supplementary Fig. 9b). $$\frac{\delta V}{\delta R}=\pi \left(3{R}^{2}\theta +2R{R}^{\prime}\theta \cos \cos \theta \,\theta \right)$$ according to Eq. (3). We define a new constant: $$\lambda =\pi \frac{{\lambda }_{0}}{{r}_{0}}$$. Equation (6) can then be approximated as

7 $$\varDelta P{\left(\nabla \cdot {{{{{\bf{n}}}}}}\right)}^{-1}-T-\lambda \left(3{R}^{2}\theta +2R\frac{\partial R}{\partial \theta }\theta \cos \cos \theta \,\theta \right)=0$$

Applying boundary conditions: $$R\left(\theta =\frac{\pi }{2}\right)={r}_{0}$$ and $$R\left(\theta =0\right)={r}_{0}-H$$ ($$H$$: indentation depth; Supplementary Fig. 9b) and combining Eq. (7) with Eq. (3), we can solve for indented cell shape, $$\lambda$$, and $$\frac{T}{\varDelta P}$$.

Taking Eq. (7) at the cantilever–cell membrane contact surface, the feedback force per unit area from the AFM cantilever is

8 $$F=\left(\varDelta P+\frac{\lambda V}{A}\right)-T\left(\nabla \cdot n\right){{{{{{\rm{|}}}}}}}_{\theta =\frac{\pi }{2}}$$

The physical meaning of $$\lambda V$$ is the added volumetric force to maintain a constant volume (i.e., incompressible pressure). We adjusted the pressure difference with the added volume-constrain force: $${P{{\hbox{'}}}}=\varDelta P+\frac{\lambda V}{A}$$

To numerically solve this set of equations, we expand the geometry of the cell using Fourier Series:

9 $$r={r}_{0}+\mathop{\sum} \limits_{n}{a}_{n}{{\cos }}(n\theta )+\mathop{\sum} \limits_{n}{b}_{n}{{\sin }}(n\theta )$$

Considering of boundary conditions discussed above, we have: $${\sum }_{n}{a}_{n}{{\cos }}\left(\frac{n\pi }{2}\right)+{\sum }_{n}{b}_{n}{{\sin }}\left(\frac{n\pi }{2}\right)=0$$, which satisfies the adhesion boundary condition. $${\sum }_{n}{a}_{n}=H-{r}_{0}$$ satisfies the constant cell height. The coefficients of this expansion should give a cell geometry that satisfies Eq. (3) and $$\frac{{\rm {d}}\lambda }{{\rm {d}}\theta }=0$$, which is derived from Eq. (7). *R* is expanded up to the second term of the Fourier series, which gives the four parameters.

With the best fit, we calculated the theoretical $$\frac{F}{{P{{\hbox{'}}}}}$$ in terms of the indentation strain (Supplementary Fig. 9d–f, green line). This means, regardless of cell type and mechanical condition, any indentation strain–stress curve should collapse with the theoretical indentation strain-$$\frac{F}{{P{{\hbox{'}}}}}$$ curve with a scaling constant on the measured stress. This scaling constant is then the estimated $$\frac{1}{{P{{\hbox{'}}}}}$$ for that specific cell. Example indentation strain–stress curves for 5d-U cells on plastic and 12 kPa hydrogel and 2 + 3d-Y cells (Supplementary Fig. 9c) indeed fit the theoretical strain-$$\frac{F}{{P{{\hbox{'}}}}}$$ curve (Supplementary Fig. 9d–f), which gives their respective $$\frac{1}{{P{{\hbox{'}}}}}$$ for the respective condition. We can then estimate the overall tension from the fitted pressure: $${T}_{{{\rm {overall}}}} \sim {P{{\hbox{'}}}\; L}.$$ $$L$$ is the typical length scale of the cell, usually in the order of the un-indented cell height, $${r}_{0}$$. Even though cell heights between 5d-U cells on plastic or 12 kPa or 2 + 3d-Y cells may differ, they are in a similar order of magnitude. Therefore, using fitted $${P{{\hbox{'}}}}$$ to approximate overall tension reflects the general trend of overall tension between these three conditions. Specifically, regardless of whether the cells are seeded on 12 kPa hydrogel or plastic, a 4 μm compression decreases the overall pMLC level by 50% (Fig. 2b, j). This indicates that the cellular height of plastic-seeded cells is similar to that of 12 kPa hydrogel-seeded cells.

### Isolation and culturing of MuSCs

All experimental procedures for the mouse were approved by Carnegie Institutional Animal Care and Use Committee (IACUC). Muscle satellite cells were isolated from Pax7-ZsGreen mice^17^ (3–6 months old) and subjected to FACS (BD FACSAria III, controlled by BD FACSDiva software) using a protocol modified from Liu et al.^51^.

The ZsGreen^+^ cells were isolated according to the gate settings shown in Fig. 1a and collected into wash medium, containing 10% horse serum (HS; Gibco) in Ham’s F-10 medium (Thermo Fisher). The gating was determined by plotting FITC-A (green) fluorescent signal against a negative fluorescent signal (e.g., PE-A) for the cells (in log_10_ scale, Fig. 1a). The cell population that has a high FITC-A signal (i.e., away from the main autofluorescent line, labeled in red, Fig. 1a) was collected as Pax7^+^ population (~2% of total cell population, labeled in green, Fig. 1a). To determine sorting efficiency, 150 μL of sorted cell solution was spun onto a glass slide using Cytospin^TM^ centrifuge with cytofunnels and cytoclips (Thermo Scientific). The wetted area (on which the cells were landed) from the glass slide was marked by hydrophobic pen (Vector Laboratories H-400). They were then probed for Pax7 and MyoD expression using the procedures described under the subheading of Immunofluorescence.

Isolated cells were seeded in a 24-well plate with plastic (Falcon) or 12 kPa hydrogel (Matrigen) bottom, unless specified otherwise, at a density of 3000–4000 cells per well. For the AFM experiment, cells were seeded in plastic or 12 kPa hydrogel dishes of 60 or 100 mm diameter at a similar cell density. All the wells and dishes were pre-coated with Matrigel (Corning) and fibronectin (Sigma-Altrich). Matrigel stock solution was provided by the manufacturer at 13 mg/mL, and Fibronectin stock solution was prepared at 1 mg/mL in 1X phosphate-buffered saline (PBS, GIBICO). They were diluted into Dulbecco’s modified Eagle’s medium formulation (DMEM, GIBCO) to a final concentration of 1.3 mg/mL of Matrigel and 25 μg/mL of fibronectin as the coating solution. We applied 0.3 mL of coating solution to each well (and 1.5–3 mL per 60 or 100 mm dish) and incubated in a standard tissue culture incubator (37 °C and 5% CO_2_) for 1 h before seeding the cells. Seeded cells were cultured in growth medium (with or without compression) under standard conditions (37 °C, 5% CO_2_) for the duration specified in each set of experiments. The growth medium contains 1% penicillin–streptomycin (PS, Gibco), 0.01% of Fungin (InvivoGen) and Plasmocin (InvivoGen), 0.1% of chicken embryo extract (M.P. Bimedicals), 10 ng/mL fibroblast growth factor (FGF, BD Bioscience), 5% of HS and 20% of fetal bovine serum (FBS, Gibco) in DMEM. The differentiation media contains 10% HS in DMEM.

### Drug treatments

All drug treatments on the cell culture took place after 2 days of culturing and lasted for 3 more days, as a direct comparison with 2 + 3d-C and 5d-U cells. The concentration for Y-27632 (Tocris, *K*_i_ = 0.14–0.22 and 0.3 μM for inhibiting ROCK1 and 2, respectively) was 25 μM. This was prepared by diluting 100 mM Y-27632 stock solution (in 1X PBS, recommended by the manufacturer as maximum concentration) in growth medium (1:4000 dilution). We chose 25 μM for Y-27632 treatment so that the average decrease of overall pMLC level in 2 + 3d-Y cells from 5d-U cells was similar to that of 2 + 3d-C cells. A similar concentration of 1X PBS was added to the control sets for both 5d-U and 2 + 3d-C cells (Growth medium + 0.025% 1X PBS). The working concentration for DAPT (Selleckchem.com, IC_50_ = 20 nM) is 10 μM diluting from 100 μM DAPT stock solution in growth medium with 8% DMSO (Sigma). The working concentration for DAPT on different types of cells ranges from 0.5 to 100 μM, according to the manufacturer. We chose 10 μM in that a 40–60% decrease of Notch3 nuclear-to-cytoplasmic ratio was observed for 5d-U cells. Using higher concentrations than 10 μM resulted in substantial cell loss after 3-day incubation. We choose the working concentrations of 3.5 and 30 μM for GI254023X (Sigma, IC50 = 5.3 nM) and TAPI0 (Tocris, IC_50_ = 50–100 nM) (ADAM 10 and 17 inhibitors), respectively, diluting from stock solution containing 35 μM of GI254023X and 300 μM TAPI in growth medium with 8% DMSO (1:10 dilution). These working concentrations were referenced from the published studies^52,53^. We adjusted the working concentrations so that the resulting Notch3 nuclear-to-cytoplasmic ratio for 5d-U cells was at the similar level compared to that of DAPT-treated 5d-U cells (Fig. 4c). The control (untreated) sets for both 5d-U and 2 + 3d-C cells were mocked-treated with growth medium containing 0.8% DMSO from day 2.

### Immunofluorescence

Unless specified otherwise, all steps were performed at room temperature. After removing the culture media, cells were fixed by adding 4% paraformaldehyde (Electron Microscopy Sciences; in 1X PBS) to the cell culture. For compressed cells, the compression device was removed before fixing. The cells were fixed and permeabilized (by 0.5% Triton in 1X PBS) for 10 min each. They were then blocked in 100% normal goat serum (NGS; GIBICO) for 1 h. Primary antibodies diluted in NGS were applied to each sample. They were rocked at 4 °C overnight. The samples were then washed twice with 0.1% Triton (in 1X PBS), treated with 4’, 6-diamidino-2-phenylindole (DAPI, 1:1000 dilution) plus appropriate secondary antibodies (diluted in NGS), and rocked for 1 h protected from light. They were then washed three times with 0.1% Triton (in 1X PBS) prior to imaging. The negative control samples for each 24-well plate were subjected to the same procedure in parallel without primary antibodies to the specific antigen.

All secondary antibodies were diluted in 100% NGS, with 1:1000 ratio. We used mouse IgG1 Pax7 primary antibody (Supernatant from hybridoma, DSHB) with 1:5 dilution ratio. The corresponding secondary antibody was Alexa flour goat anti-bouse IgG1 488 or 647 (Invitrogen). Primary antibody for MyoD was mouse IgG2b (Santa Cruz), with 1:250 dilution ratio. The corresponding secondary antibody was Alexa Flour goat anti-mouse IgG2b 568 or 647 (Invitrogen). Primary antibodies for Notch1 (Abcam), Notch3 (Abcam), and pMLC (Cell Signaling) were rabbit IgG, with dilution ratios of 1:200, 1:200, and 1:100 respectively. Corresponding secondary antibodies were Alexa Flour goat anti-rabbit IgG 647 or 488 (Invitrogen). Primary antibody for pP38 (Cell Signaling) was rabbit IgG, with dilution ratios of 1:100. Corresponding secondary antibody was Alexa Flour goat anti-rabbit IgG 647. Primary antibody for MF-20 was mouse IgG2b (Supernatant from hybridoma, DSHB), with 1:250 dilution ratio. The corresponding secondary antibody was Alexa flour Goat anti-mouse IgG2b 568.

### Epi-fluorescent Imaging

Fluorescent images were taken by a HAMAMATSU camera (Model C13440) mounted on a Nikon Ti2 E800 Scope under a ×20 air long-range objective, using the Nikon Element software. Images were acquired at the resolution of 2044 pixels × 2048 pixels (1 pixel = 0.23 μm). Digital images for each designated color channel were captured at the same exposure time throughout the same plate for quantitative comparison by mean pixel intensity. DAPI images were used to trace the nuclear contour, and bright field images were used to define cell boundaries.

### Quantitative imaging analysis

Cell boundary tracing and quantitative imaging analysis were performed using the MATLAB image analysis package. We do not include cell clusters in our quantification. Cell boundaries in the bright field images have sharp and distinguishable local intensity alteration regions (i.e., high-contrast contours; Supplementary Fig. 10a). These high-contrast contours were captured by 2D Gaussian smoothing filter (MATLAB built-in image analysis package, with standard deviation of 0.5) and were used to generate cell boundary binary mask by filling up any holes within the contour (Supplementary Fig. 10a). DAPI signals were traced and used to generate a binary mask for the nucleus (Supplementary Fig. 10b). Fluorescent intensities of each color channel for a specific target antigen were determined based on the cell or nuclear boundary masks for level and sub-localization. Specifically, each cell boundary was dilated to 10 and 25 pixels away, and the mean fluorescent intensity of the region between these two dilated boundaries (the region between yellow and blue dotted line: Supplementary Fig. 10c, d) was used as local background intensity for a given cell (Green shaded region: Supplementary Fig. 10d). The local background intensity was subtracted from the fluorescent pixel intensities within that cell/cell nucleus. This background subtracted value was then summed up and divided by the area (cell or nucleus) of interests to calculate the mean pixel intensity, which was used as present the expression level of target antigens in the cell/cell nucleus. Furthermore, the fluorescence intensity distribution of the negative control dish (treated without the targeted primary antibodies) was used to approximate the “cutoff” fluorescence intensity value for the positive signals (Supplementary Fig. 10e).

To determine the cellular distribution pattern of phosphor-Myosin Light chain (pMLC), the ratio of the relative pMLC level close to the cell edge verses towards the cell center was used. To define the “cell-edge” region, the traced cell boundary (Red solid line: Supplementary Fig. 10d) for each cell was objectively eroded in at a distance that was close to ~1/5 of average cell boundary-to-cell nucleus distance (Black dotted line: Supplementary Fig. 10d). The region within the eroded boundary is thus counted as cell-center region (Brown shaded region: Supplementary Fig. 10d), while the region between the cell boundary and the eroded boundary is considered as cell-edge region.

### Confocal imaging

Cells were cultured with CellBrite 488 (Biotium, 1:1000 dilution in growth media) membrane dye for 24 h prior to confocal imaging. We used a Zeiss LSM 800 confocal microscope equipped with a ×40 oil-immersion objective to take confocal images. Images were acquired with a resolution of 1024 pixels × 1024 pixels and a pixel-to-μm ratio of 1 pixel = 0.21 μm. Confocal slices were set between 0.17 (mainly for 3D reconstruction, Supplementary Fig. 3a) to 0.5 μm apart. The cell volume can then be approximated as

10 $$V=\int _{0}^{H}A\left(z\right){{\rm {d}}z}\cong \mathop{\sum} \limits_{z}A(z)\,\delta z$$

in which *A* is the measured cross-sectional area for each confocal slice; *H* is the cell height; $$\delta z$$ is the height difference between each confocal slice (0.5 μm). *A(z)* is quantified via the traced fluorescent signals from the cell membrane dye using MATLAB image analysis package, similar to the method described above under the subsection “Quantitative image analysis”.

3D reconstruction (Supplementary Fig. 3a) was done by triangulating surfaces based on confocal slices using MATLAB packages.

### RNA sequencing and analysis

Total RNA was extracted by adding 0.3 mL of TRIzol (Ambion) directly to the cell cultures (for 2d-U, 5d-U and 2 + 3d-C cells), immediately after removing the culture media (and the compression device for 2 + 3d-C cells). F cells were directly collected into 0.3 mL of TRIzol during sorting. The samples were then purified using Direct-zol RNA Microprep kit (Zymo research), reverse-transcribed to cDNA and amplified using SMART-seq v4 Ultra Low Input RNA kit (Takarabio). Amplified cDNA was used to prepare libraries for sequencing at 75 base-pair single-end reads using the Illumina NextSeq 500 system. On average, 48 million reads per sample were obtained, with <20% of intergenic reads. We analyzed the data using nf-co RNA-seq v 1.4.2 bioinformatics pipeline, built in Nextflow (https://nf-co.re/rnaseq/1.4.2). This pipeline mapped the reads to the mouse mm10 genome, annotated each gene using GENCODE vM23, and totaled the exonic reads for each gene. The raw reads were normalized and compared (with respective *p-*value) via DESeq2.r package, which also computed the PCA scores for each sample. We conducted the pathway analysis through IPA (Qiagen), GO (DAVID), and Reactome using the upregulated genes in 2 + 3d-C cells (with *p* < 0.05*)*.

### Identification of overlapping upregulated genes in quiescent MuSCs

The “core” genes that characterize quiescent MuSCs feature are defined by finding the overlapping upregulated genes in nascent^29^ and steady-state^28^ RNA-seq results. The differentially upregulated genes in quiescent MuSCs for the respective work can be found in Table S1 of refs. 29 and 28. Then, the *p*-value for the overlapping upregulated genes between 2 + 3d-C cells (vs. 5d-U or F) and the identified “core” quiescent genes is calculated by Fisher’s exact method (MATLAB package, see subsection “Statistics and reproducibility”).

### Statistics and reproducibility

Unless otherwise addressed, all statistics were analyzed using MATLB packages. We utilized the student’s standard two-tail *t*-test (for two unpaired populations; MATLAB ttest2 function) or Kruskal–Wallis test (for multiple group comparisons; MATLAB kruskalwallis and multcompare functions) to evaluate the significance of the differences between populations where each cell or field of view was considered as a single data point. The *t*-test was used to evaluate the *p* values for Fig. 1k; Supplementary Fig. 5a, where a single field of view was considered one data point; and Figs. 2b–f, g, h, j, k and 3g, h; Supplementary Figs. 1b–e, 3b, c and 6c, i where a single cell was considered a data point. The Kruskal–Wallis test was used to evaluate the *p*-value for Fig. 1e, where a single field of view was considered a data point; and Fig. 4c, e; Supplementary Fig. 4i, where a single cell was considered a data point. To assess the significance of the difference between populational fractions, we used two-tail Cochran–Mantel–Haenzel tests^54^, where we considered the total populational fractions over all the experimental repeats (Figs. 1c, g, i, l, 2e, i, 4b, d; Supplementary Figs. 4eand 6d, g). Fisher’s exact test was used to determine the significance of the gene overlap (Fig. 3d, Supplementary Fig. 7e), as well as pathway enrichment (which is calculated by each respective pipeline, Fig. 3e, Supplementary Fig. 7c, d, f). The significance of differentially expressed genes was calculated by DEseq2.r package (by assuming a negative binomial model).

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data

Reporting Summary

## Data Availability

Source data for the figure panels (main figure and supplementary figure) are provided as Supplementary Data.xlsx (with corresponding panels labeled in the sheet names). Raw RNA sequencing data have been submitted to the NCBI Gene Expression Omnibus (GEO) with accession number GSE196101. The comparison of normalized reads in terms of Log2 difference and corresponding *p-*value is also included in the Supplementary Data.xlsx, under the sheet name: “Fig. 3 Gene_Log2FoldChange” (generated by DESeq2.r package; see Code Availability). The normalized gene reads for quiescent MuSCs, activated MuSCs and Notch downstream genes are labeled as Supplementary Tables 1–3, respectively (see Supplementary Information). The raw strain–stress data obtained from AFM experiment for cell tension estimation is available on GitHub (https://github.com/taojiaxiang1991/Code_Sharing_AFM). All other data are available from the corresponding author (or other sources, as applicable) on reasonable request.

# Supplementary material for: Mechanical compression creates a quiescent muscle stem cell niche
**Source:** Commun Biol. 2023 Jan 13;6:43. doi: 10.1038/s42003-023-04411-2
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

## Description of Additional Supplementary Files

**File name:** Supplementary Data 1

**Description:** Source data for the figure panels (main figures and supplementary figures).

# Supplementary material for: Mechanical compression creates a quiescent muscle stem cell niche
**Source:** Commun Biol. 2023 Jan 13;6:43. doi: 10.1038/s42003-023-04411-2
**Supplement:** Supplementary file 4 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- |                                     |                                     |                                                                                                                                                                                                                                                            |
|-------------------------------------|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | A description of all covariates tested                                                                                                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                         |

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

Data collection

Data analysis

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

Source data is provided with the submission. RNA sequencing data have been submitted to the NCBI Gene Expression Omnibus (GEO) with accession number GSE196101. All codes used for analyses are available upon reasonable request.

## Human research participants

Policy information about [studies involving human research participants and Sex and Gender in Research](#).

Reporting on sex and gender

Population characteristics

Recruitment

Ethics oversight

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

**Sample size** When populational means were compared, each cell or field of view was considered as a single data point (Fig. 1e,k; Extended Data Fig. 5a for the field of view; Fig. 2b,c,d,f,g,h,j,k; Fig. 3g,h; Fig. 4c,e; Extended Data Fig. 1b,c; Extended Data Fig. 3.b,c; Extended Data Fig. 4i Extended Data Fig. 6c,i for single cell). When populational fractions were compared, we considered the total populational fractions over all the experimental repeats (Fig. 1c,g,i,l; Fig. 2e,i; Fig. 4b,d; Extended Data Fig. 4e; Extended Data Fig. 6d,g).

**Data exclusions** No exclusions

**Replication** Each set of experiment has been repeated at least three times. Additional repeats were done for low output experiments. All data collected from all the repeats were included.

**Randomization** For each batch of sorted cells, they are randomly distributed for each experimental condition.

**Blinding** N/A

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

n/a Involved in the study

☐ ☒ Antibodies

☒ ☐ Eukaryotic cell lines

☒ ☐ Palaeontology and archaeology

☐ ☒ Animals and other organisms

☒ ☐ Clinical data

☒ ☐ Dual use research of concern

### Methods

n/a Involved in the study

☒ ☐ ChIP-seq

☐ ☒ Flow cytometry

☒ ☐ MRI-based neuroimaging

## Antibodies

**Antibodies used** We used mouse IgG1 Pax7 primary antibody (Supernatant from hybridoma, DSHB). Primary antibody for MyoD was mouse IgG2b (Santa Cruz). Primary antibodies for Notch1 (Abcam), Notch3 (Abcam), and pMLC (Cell Signaling) were rabbit IgG. Primary antibody for pP38 (Cell Signaling) was rabbit IgG. Primary antibody for MF-20 was mouse IgG2b (Supernatant from hybridoma, DSHB).

Validation

It's validated by the company. Sources are provided in the supplementary material: Antibody Used section.

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

|                         |                                                                                                                          |
|-------------------------|--------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | Pax7-ZSGreen mouse, from Bosnakovski, et al., Stem Cells, 2008                                                           |
| Wild animals            | N/A                                                                                                                      |
| Reporting on sex        | Finding is not sex-based                                                                                                 |
| Field-collected samples | N/A                                                                                                                      |
| Ethics oversight        | All experimental procedures for the mouse were approved by Carnegie Institutional Animal Care and Use Committee (IACUC). |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

|                           |                                                                                                                                                                                                                                                                                                                                          |
|---------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample preparation        | Pax7+ cells are collected from the hindlimb muscle of Pax7-ZSGreen mice, through FACS sorting based on the protocol given by Liu, et al., Nat. Protoc 2015 (Ref. 51). Detailed description can be found in the method section of the manuscript                                                                                          |
| Instrument                | FACSAria II (BD)                                                                                                                                                                                                                                                                                                                         |
| Software                  | BD FACSDiva Software                                                                                                                                                                                                                                                                                                                     |
| Cell population abundance | About 2% of the total muscle cells are Pax7+. Almost all collected cells are Pax7+. The purity of the sample was determined through cytopspin, shown in Fig. 1a, main text.                                                                                                                                                              |
| Gating strategy           | FACS gating strategy is shown in Fig. 1a, main text. Cell population was plotted in terms of FITC-A (Green) and a negative fluorescent channel in log10 scale (e. g., PE-A, Fig. 1a). The high FITC-A-expressing population (Green, Fig. 1a) away from the main line (i.e., autofluorescence line, Red, Fig. 1a) was ZSGreen+ population |

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

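RNA-seq counts of 12 mouse MuSC libraries were analysed, with 3 each from F, 2d-U, 5d-U and 2+3d-C cells. Libraries were assigned to groups from their labels and from the paper's description of the groups. The replicate numbers are those in the labels (1, 4 and 5 in F, 1, 2 and 3 in 2d-U, 1, 2 and 6 in 5d-U, and 4, 5 and 10 in 2+3d-C). The reporting summary states that each batch of sorted cells was divided at random among the conditions, but neither it nor the labels say which libraries share a batch, so no pairing was used in the tests.

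The authors aligned single-end reads to mm10 with the nf-core pipeline for RNA-seq and counted them on the exons of each gene of GENCODE vM23, without regard to strand. The files hold these counts for 55335 genes, with the coordinates and the exon length of each gene, without normalization. A merged table holds the same counts, and its 12 columns were checked to be identical to the single libraries. Gene names and coordinates are those in the files. Between 12540745 and 62424851 reads per library were counted on genes (mean 30350468), and 15365 to 47398 genes had at least 1 read.

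Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes that pass filterByExpr with the groups (22635) were kept, libraries were scaled by TMM, and 1 quasi-likelihood model with a coefficient per group was fitted to all 12 libraries. Contrasts were tested two-sided with the quasi-likelihood test, with Benjamini-Hochberg adjustment over the tested genes, and a gene was called at an adjusted p-value under 0.05. For the sets that the paper defines by p under 0.05, the unadjusted p was used. RPKM used TMM-scaled library sizes, and log2 CPM a prior count of 2. A fold against a group whose libraries all have 3 or fewer reads was computed against 3 reads in each library and is given as a limit. With 3 libraries against 3, the smallest p of an exact permutation test is 0.1, so no such test was made on single values. Principal components and distances used the 500 most variable genes after the variance stabilization of DESeq2 1.42.0. Overlaps between the exons of genes were computed with GenomicRanges 1.54.1.

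Gene lists were tested with camera of limma 3.58.1 with a correlation between genes preset at 0.01, with fry and with an estimated correlation as alternatives. 5 lists answer the paper's statements on Notch signaling, actin and the ECM: genes of the Hes and Hey families with Nrarp, Notch receptors with ligands and processing enzymes, collagens, laminins with integrins, and genes of the actin cytoskeleton. The genes of Fig. 3b, 3c and 3f formed 3 more. Further lists were YAP target genes, immediate-early genes, myogenic factors, sex-linked genes, and markers of immune, endothelial, fibroadipogenic, glial, smooth muscle or pericyte, erythroid and mature myofiber cells. The groups, tests, lists and alternatives were chosen before the data were examined, except where the text says otherwise.

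Genes named in the text are those of Fig. 3b, 3c and 3f and of the paper's text, the members of the Hes and Hey list, and the 5 genes with the largest rise and the 5 with the largest fall in 2+3d-C against 5d-U and against F among named genes with an adjusted p-value under 0.05, a mean of at least 10 CPM and no overlap of the libraries. Of each other reported list, the 3 members with the highest mean CPM and the 3 with the smallest p against 5d-U could be named. Genes named outside this rule are marked as chosen after their values were seen.

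The procedure was tested on simulated data with 3 libraries per group, in which 200 of 20752 genes were changed. It called 92 genes, of which 89 were changed genes (44.5% of those changed) and 3 were not, and the median absolute error of the log2 fold change was 0.554. A simulation with no group differences gave 0 calls at an adjusted p-value under 0.05 for 2+3d-C against 5d-U, and 412 genes higher at an unadjusted p-value under 0.05. Both simulations draw each gene on its own, so they hold no reads that rise over a whole library, as those on silent families do.

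Alternatives were DESeq2 with its size factors, library size without TMM, no filter on low counts, libraries scaled without mitochondrial genes, the replicate number as a block, fits of the libraries of the 2 compared groups alone, other thresholds, other values for the distances, exchanged controls, and each library left out in turn, for which ranges of genes and of their numbers are given over the libraries of the groups compared and those of lists over all 12. After the data were seen, 3 more were added because of the reads on silent gene families: genes with a mean of at least 5 CPM alone, subtraction of the reads expected from the density on autosomal genes of silent families in each library, and a model term for the 4 libraries with over 0.5 such reads per kb. The silent families were olfactory, vomeronasal and taste receptors, alpha-defensins and keratin-associated proteins. How often other splits of the libraries gave as large a result was counted over all 10 splits of each pair of groups, and over 100 splits drawn with a fixed seed for the sets that involve 3 groups.

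The core quiescent genes of other studies and the normalized reads of Supplementary Tables 1 to 3 were not used here, and the pathway tools of the paper were not rerun. No RPKM given here was compared with the paper's, since the unit of the colour scale of Fig. 3b was not settled. The paper's sheet of comparisons was read for the 1998 genes shown per comparison.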

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

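Apart from the tests of gene lists, which were set in advance, the tests in this part were chosen after the result they bear on had been seen.

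Immediate-early genes, which the paper does not discuss, were higher in 2+3d-C than in 2d-U, with a median log2 fold change of 6.69. Of the 20 genes of the list, 19 were higher at an adjusted p-value under 0.05 and in every 2+3d-C library, where chance gives 5% in this direction and 10% in either (camera adjusted p = 2.35e-30 over 27 tests of further lists, fry 2.88e-06). Against 5d-U the median was 5.15, again with 19 of 20 higher. Against F it was 0.06, with 1 gene higher and 1 lower. Egr1, the most abundant of them, averaged 7270 CPM in 2+3d-C, 4780 in F, 60.8 in 2d-U and 33.9 in 5d-U. None of these genes is in another list used here, and 17 of the 20 had at least 1 CPM in 2d-U. RNA of freshly isolated cells carried over at one share would bring immune and immediate-early RNA alike. The median level of immediate-early genes relative to F was 0.68 to 1.03 in the 2+3d-C libraries, at least 28.2 times that of immune markers, whereas this ratio was at most 1.58 in the F libraries themselves. That argues against such a share as the whole cause. Scaling is argued against by the median of 6.08 without TMM, and reads scattered over the genome by the full 6.69 against 2d-U, a comparison in which no library carries them in number. Compression itself stays open. So does the handling at lysis, since only 2+3d-C cultures had a device removed before it; no library separates these, and a response to either may raise these genes.

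Marker genes of endothelial cells were also higher in 2+3d-C than in 2d-U, with a median log2 fold change of 5.99 and all 12 genes higher at an adjusted p-value under 0.05. At an adjusted p-value under 0.05, 7 of 15 immune, 11 of 12 fibroadipogenic, 7 of 9 tested glial, 8 of 10 smooth muscle or pericyte, 5 of 5 erythroid and 5 of 11 tested myofiber markers were higher, with medians of 3.85, 5.22, 5.67, 6.64, 8.52 and 2.89 when genes at the limit of detection are placed at their bound. In 2d-U, 3 endothelial, 1 immune, 5 fibroadipogenic, 3 glial, 3 smooth muscle or pericyte, 0 erythroid and 6 myofiber markers had at least 1 CPM. Notch3 is on the smooth muscle list as well as in Fig. 3f. Against 5d-U, 10 endothelial, 3 immune, 7 fibroadipogenic, 4 glial, 7 smooth muscle or pericyte and 5 erythroid markers were higher at the same threshold. There 1 immune marker was lower, and myofiber markers mostly went the other way, with 1 higher and 5 lower. The most abundant endothelial marker, Fabp4, averaged 129 CPM in 2+3d-C, 701 in F and 0.697 in 2d-U, and Hbb-bs averaged 61.8, 155 and 0.0252. Relative to F, the median level of endothelial markers was 0.14, 0.224 and 0.157 in replicates 4, 5 and 10 of 2+3d-C, against 0.0132, 0.0365 and 0.0106 for immune markers. A single share of F RNA would keep these alike, but the endothelial level was at least 6.14 times the immune one, and at most 1.95 times in F libraries. The median of 5.43 without TMM argues against scaling. Endothelial cells in the 2+3d-C cultures would raise all endothelial markers together, and 12 of 12 were higher in every library, but expression by compressed MuSCs would allow the same, so for these genes the 2 sources cannot be told apart. Endothelial cells would not bring fibroadipogenic, glial and erythroid transcripts, and the lowest median of these 3 lists, 5.22, argues against them as the only source. Other cell types that stayed in culture, or expression of these genes by compressed MuSCs, may account for those and were not separated from each other.

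Genes of silent families had 7.23 reads per kb of exon in replicate 5 of F, 5.11 in replicate 4 of F, 3.84 in replicate 1 of 5d-U and 0.633 in replicate 6 of 5d-U, against 0.00969 to 0.228 in the other 8 libraries. Of the 1860 genes, 93.9%, 90.2%, 79.7% and 59.4% had at least 1 read in these 4 libraries, and at most 10.7% in the others. Depth is argued against by the deepest library, replicate 4 of 2+3d-C, which had 0.169 reads per kb. Genomic DNA would give reads per kb in proportion to the copies of each chromosome. Over the 26190 genes with 0 reads in the other 8 libraries, autosomes had 3.33 and 0.859 reads per kb in replicates 1 and 6 of 5d-U and 6.12 and 8.27 in replicates 4 and 5 of F. The ratio of X to autosomes was 0.461 and 0.408 in the 5d-U libraries, under that of every one of the 19 autosomes taken alone (lowest 0.681 and 0.757). In the F libraries it was 0.792 and 0.807, within the range of single autosomes (0.75 to 1.2 and 0.779 to 1.12). Reads on the Y chromosome were at 0.374 and 0.0551 per kb in the 5d-U libraries, less than 1 copy would give, and at 0 and 0.000697 in the F libraries. The 70 Y genes that start in the first 4 Mb had 0.609 and 0.587 of the autosomal reads per kb in the 5d-U libraries, and the other 1481 had 0.0845 and 0.0351, for a reason that was not tested. The X values are consistent with genomic DNA, from male animals in these 5d-U libraries, whereas the Y total by itself is lower than that would give. The paper's groups offer no biological explanation for reads in 2 libraries each of F and 5d-U, and none was tested.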

How the results depend on the processing

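Direction and side of the threshold were compared under each alternative. In 2+3d-C the number of genes higher than in 5d-U or F and that higher than in both 2d-U and 5d-U moved by less than 1.5 times except where a value is given here, and so did the number of genes for each pair of groups. Libraries scaled without mitochondrial genes and a 2-fold minimum changed none of the results. Unless a cause is named, the cause was not tested.

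With an unadjusted p-value under 0.05 in place of an adjusted one, a threshold that admits more genes by construction, 6806 genes were lower in 2+3d-C than in 5d-U, 5518 higher and 3124 lower than in 2d-U, and 1835 higher and 6493 lower than in F. In 5d-U 7472 were higher and 467 lower than in 2d-U, and 6991 differed between F and 5d-U. Conversely, an adjusted p-value gave 2368 genes higher than in 5d-U or F and 1696 higher than in both 2d-U and 5d-U.

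With DESeq2, 3198 genes were higher in 2+3d-C than in 5d-U, 831 higher and 3296 lower than in F, and 2414 higher and 394 lower in 5d-U than in 2d-U. The share of higher genes among those called was 20.1% against F in place of 30.2%, and 57.8% in F against 5d-U in place of 43.4%. Of the 2068 genes higher in 2+3d-C than in 5d-U, DESeq2 called 2051.

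Without TMM, 3139 genes were lower in 2+3d-C than in 2d-U, 142 were higher than in F, and 126 were higher in 5d-U than in 2d-U. The share of higher genes was 10.4% against F, and 73.7% in place of 88.5% in 5d-U against 2d-U. The median log2 fold change over all genes was -1.21 in place of -1.05 against 5d-U, and -1.24 in place of -0.76 against F. Col5a3 changed sign against F (-0.14). The actin list changed direction (adjusted p = 0.982 against 5d-U and 0.473 against 2d-U), and the Notch list did not pass against 2d-U (0.0596).

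With all genes that have at least 1 count, 2240 were lower in 2+3d-C than in F, 1867 higher and 199 lower in 5d-U than in 2d-U. The correlation between F against 2d-U and 2+3d-C against 5d-U was -0.166, the Hes and Hey list did not pass against 5d-U (0.115), and laminins and integrins did (0.0159).

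Fits of only the libraries compared, which have fewer samples, gave 2351 genes higher in 2+3d-C than in 2d-U, 125 higher than in F, and 289 lower in 5d-U than in 2d-U. Exchanging the controls gave a correlation of 0.595. The distance from 2+3d-C to F was 0.88 of that to 5d-U over all tested genes and 0.659 on log2 CPM, where the distance from F to 2+3d-C was 1.34 times that from 2d-U to 5d-U.

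With fry, the lists did not pass against 5d-U for collagens (0.344), and changed direction for laminins and integrins (0.975) and actin (0.181). With the estimated correlation, no list passed, with adjusted p of 0.199 (Hes and Hey), 0.199 (Notch) and 0.516 (collagens) against 5d-U, and 0.199, 0.437, 0.471 and 0.471 (laminins and integrins) against 2d-U.

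2+3d-C shares no replicate number with 5d-U or 2d-U. With the block these groups are compared only through F libraries, so its results decide little about them. The replicate numbers also do not pair the libraries: deviations from the group means of libraries with the same number correlated at -0.424 to 0.0322 across genes. As a block they gave 728 genes higher in 2+3d-C than in 5d-U, 1090 higher and 836 lower than in 2d-U, 270 higher and 1690 lower than in F, 642 higher and 33 lower in 5d-U than in 2d-U, 1261 different between F and 5d-U and 2739 between F and 2d-U, 2114 higher than in 5d-U or F, and 1116 higher than in both 2d-U and 5d-U. The lists then gave 0.0626 (Hes and Hey), 0.54 with the direction changed (collagens) and 0.0496, now past the threshold (actin), against 5d-U, and 0.157 (Notch), 0.421 (collagens) and 0.108 (laminins and integrins) against 2d-U. Log2 fold changes of single genes changed sign: Hes1 (0.70), Col1a2 (-0.81), Col3a1 (-0.72), Itgb1 (-0.20) and Itga7 (-0.30) against 5d-U, Col6a2 (-0.50) and Col1a2 (-1.21) against 2d-U, and Col5a1 (-0.33) and Col5a3 (-0.73) against F.

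The remaining alternatives were chosen after seeing the data. With a mean of at least 5 CPM, where 10816 genes are tested, 262 were higher and 526 lower in 2+3d-C than in F, 249 higher in 5d-U than in 2d-U, and 4941 different between F and 2d-U. The correlation was 0.565, and 0.768 with the controls exchanged. Col5a3 changed sign against F (-0.02). The lists gave 0.129 (Hes and Hey) and 0.76 with the direction changed (actin) against 5d-U, and 0.129 (Notch) and 0.216 (laminins and integrins) against 2d-U. With the expected reads of silent families subtracted, 93 genes were higher in 5d-U than in 2d-U and the correlation was 0.249. The lists gave 0.104 (Hes and Hey) and 0.956 with the direction changed (actin) against 5d-U, and 0.0634 for both the Hes and Hey and the Notch list against 2d-U. With a term for the 4 libraries that carry such reads, 1276 genes were higher and 1839 lower in 2+3d-C than in 5d-U, 23 higher and 182 lower than in F, 36 higher and 5 lower in 5d-U than in 2d-U, and 5144 different between F and 2d-U. The correlation was 0.225. The lists gave 0.162 (Hes and Hey) and 0.689 with the direction changed (actin) against 5d-U, and 0.058 (Hes and Hey) against 2d-U. Myf5 changed sign against 5d-U (-0.02).

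A fit without 1 library repeats the filter on reads and tests 22743 to 27915 genes in place of 22635. Numbers that rise in such a fit may come in part from the added genes. Leaving out 1 library of the groups compared at a time gave 1338 (without replicate 6 of 5d-U) to 2222 genes higher and 1727 (without replicate 6 of 5d-U) to 3045 lower in 2+3d-C than in 5d-U. Against 2d-U it gave 2340 (without replicate 2 of 2d-U) to 3556 higher and 1385 to 2037 lower, and against F 26 (without replicate 4 of F) to 1185 (without replicate 1 of F) higher and 222 to 8878 lower, with the same libraries left out. For 5d-U against 2d-U the ranges were 142 (without replicate 3 of 2d-U) to 771 (without replicate 2 of 5d-U) higher and 11 (without replicate 3 of 2d-U) to 71 lower. Between F and 5d-U 3028 (without replicate 6 of 5d-U) to 4338 genes differed, and between F and 2d-U 5060 (without replicate 5 of F) to 16533 (without replicate 1 of F). The numbers higher than in 5d-U or F (3574 to 4859) and than in both 2d-U and 5d-U (2146 to 2726) stayed within 1.5 times. Libraries of other groups enter the same fit. Without replicates 4, 5 and 10 of 2+3d-C 761, 720 and 1239 genes were higher in 5d-U than in 2d-U, and without replicates 1, 4 and 5 of F 193, 203 and 159. The number lower was 129 without replicate 5 and 95 without replicate 10 of 2+3d-C, and 30 and 25 without replicates 4 and 5 of F. In 2+3d-C 275, 278 and 281 were higher than in F without replicates 1, 2 and 3 of 2d-U, and in F 11339 were higher than in 2d-U without replicate 10 of 2+3d-C. The correlation ran from -0.207 (without replicate 1 of F) to 0.0428 (without replicate 1 of 5d-U), the distance ratios from 0.494 (without replicate 4 of F) to 0.663 and from 1.36 (without replicate 4 of F) to 1.76.

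For the lists, adjusted p over these fits ran from 0.028 to 0.298 (without replicate 1 of 5d-U) for Hes and Hey, 0.0229 (without replicate 5 of 2+3d-C) to 0.429 for laminins and integrins, 0.257 to 0.844 for actin, 6.98e-05 to 0.00257 for Notch and 0.000154 to 0.00962 for collagens against 5d-U. Against 2d-U they ran from 0.017 to 0.0544 (without replicate 1 of F), 0.000683 to 0.0309, 0.523 to 0.928, 0.00282 to 0.0346 and 8.06e-06 to 0.000444 in the same order. Col5a3 against F ran from -0.21 (without replicate 1 of F) to 1.16 and was also below 0 without replicate 4 of 2+3d-C (-0.16). The actin list also changed direction against 5d-U without replicate 1 of 5d-U (0.317) and against 2d-U without replicate 5 of 2+3d-C (0.844).

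The following concerns changes of single genes, 172 in number. With DESeq2 8 newly passed it and 159 of 167 did not cross it, without TMM 7 no longer passed and 1 newly did, and with all genes of at least 1 count 2 and 5 did. With the block 41 no longer passed and 2 newly did, with the compared libraries alone 9 and 5, and with the term for 4 libraries 21 and 0. Of the 21 changes against F, 9 no longer passed without replicate 4 of F and 7 without replicate 5 of F. In every other fit that left out 1 library of the groups compared, at most 8 changes no longer passed. Changes without an adjusted p under a setting have no value there. Depth limits genes with no reads in a group to a lowest fold.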

Differences from the paper's values

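The paper states an average of 48 M reads per sample. The deposited counts hold 30.4 M reads on genes per library (SD 13.1), which counts only reads assigned to genes. None of the alternatives set before the data were examined changes the number of reads. In the shown part of the paper's sheet of comparisons 34 log2 fold changes were found, and 0 were counted as differing. Away from the limit of detection this means the same sign and a gap within the standard error found here. For the 19 at that limit, only the sign was compared and whether the limit clearly exceeded the paper's fold. That check decides little, since a lowest fold seldom exceeds a full one.

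The principal components are described as placing F and 2+3d-C cells closer to each other than 2d-U and 5d-U cells are. Here the mean distance was 71.5 between F and 2+3d-C libraries and 45.3 between 2d-U and 5d-U libraries, and none of the alternatives brought the ratio of 1.58 under 1 (lowest 1.34 on log2 CPM). If the statement compares 2+3d-C with the uncompressed groups, F was the nearest group to it, at 0.593 of the distance to 5d-U.

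The legend of Fig. 3 gives every presented gene as past the threshold, without naming the comparison. Here Gas1, Ptprz1, Notch1 and Notch2 had adjusted p of 0.0857, 0.0696, 0.0563 and 0.0885 in 2+3d-C against 5d-U (edgeR's quasi-likelihood test). Their unadjusted p were 0.0278, 0.0193, 0.0137 and 0.0295, and DESeq2's adjusted p 0.0192, 0.0159, 0.00786 and 0.0338. Ptprz1, Notch1 and Notch2 also passed with all genes that have at least 1 count (adjusted p = 2.47e-06, 5.43e-07 and 0.00393), Ptprz1 with the replicate block (0.0178) and Notch1 with only the libraries compared (0.0218). Gas1 and Notch1 passed with a mean of at least 5 CPM (0.0343 and 0.0493) and with the reads of silent families subtracted (0.0477 and 0.0408), both chosen after seeing the values. Other settings moved these genes further from the threshold. 1 of them, the block, compares 2+3d-C with 5d-U and 2d-U only through F libraries, which share replicate numbers with each. With the block Notch1 had a log2 fold change of 0.68 (adjusted p = 0.815) and Notch2 one of 0.14 (0.972), with a term for the 4 libraries that carry such reads, chosen after seeing the values, Gas1 had an adjusted p of 0.319 and Ptprz1 one of 0.242, and without replicate 4 of 2+3d-C Gas1, Ptprz1, Notch1 and Notch2 had 0.292, 0.148, 0.152 and 0.308. Against 2d-U, Pax7 had an adjusted p of 0.0723 (0.0329 with DESeq2, 0.0305 with only the libraries compared, and 0.0429 with a mean of at least 5 CPM, which was chosen after seeing the values), Gas1 one of 0.0578 (0.03 with DESeq2, 0.044 with only the libraries compared, and 0.0272 with a mean of at least 5 CPM, chosen after seeing the values), and Dtx4 one of 0.144, which passed under no setting. Pax7 and Gas1 were furthest from the threshold with the block (0.469 and 0.361). Myog had 0.0869 against 2d-U, and passed with DESeq2 (0.00754), with all genes of at least 1 count (2.69e-15), with the block (1.3e-11) and with only the libraries compared (0.00771), but not without replicate 4 of 2+3d-C (0.225) or in any other fit that left out 1 library.

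Her genes are described as higher in 2+3d-C cells. Of those tested here, Hes1 had a log2 fold change of -0.91 against 5d-U (adjusted p = 0.2), which no setting called higher (0.70 with the replicate block, adjusted p = 0.736), and 1.39 against 2d-U (adjusted p = 0.0828, and 0.049 with only the libraries compared). Hes6 was lower, which Fig. 3f shows as well.

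Actin-related genes are described as enriched among the higher genes. The list of actin cytoskeleton genes used here, which is not the paper's, was not higher as a set (camera adjusted p = 0.782 against 5d-U and 0.864 against 2d-U). It passed only with the replicate block against 5d-U (0.0496), a setting that compares these groups only through F libraries.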

Other observations

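Apart from the tests of gene lists, which were set in advance, the tests in this part were chosen after the results they bear on had been seen.

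The correlation between F against 2d-U and 2+3d-C against 5d-U was -0.0894 over all tested genes. If reads scattered over the genome pulled it down, genes with more reads would show a higher value, and the correlation over genes with a mean of at least 5 CPM was 0.565. It was 0.249 after subtraction of the expected reads. Both values are consistent with such reads as a cause of the negative sign, since they lie in F on one axis and in 5d-U on the other, with opposite signs. A true difference in weakly expressed genes was not tested.

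In 5d-U against 2d-U 424 genes were higher and 55 lower, and after subtraction 93 and 43, of which 93 and 42 were among the genes called before. Subtraction lowers the counts of replicates 1 and 6 of 5d-U whatever the cause of the excess. Without replicate 1, which carries the most such reads, 579 genes were higher and 71 lower, and without replicate 6 235 and 14. These fits tested 26972 and 27039 genes in place of 22635, and 356 and 223 of their higher genes were among the 424. Reads scattered over the genome and time in culture therefore cannot be told apart as causes of the excess.

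Myod1 RNA was higher in 2+3d-C than in every other group. Scaling would have removed the difference, and the lowest log2 fold change against 5d-U over DESeq2 and no TMM was 1.61. No other technical explanation was tested. Of the 13 myogenic factors on the list, 4 were higher and 5 lower than in 5d-U at an adjusted p-value under 0.05, 5 and 2 against 2d-U, and 3 and 3 against F.

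Among the 10 splits of each pair of groups, only the real one gave as many genes: 1 of 10 for genes higher and lower in 2+3d-C than in 5d-U, 2d-U and F, for genes higher and lower in 5d-U than in 2d-U, and for F against 5d-U and 2d-U. The smallest possible share is thus 1 of 10. For the lists, against 5d-U, 2 of 10 splits gave as small a camera p for Hes and Hey, 3 for Notch, 3 for collagens, 7 for laminins and integrins and 10 for actin. Against 2d-U these were 1, 4, 1, 5 and 9 of 10. For 2557 genes higher than in both 2d-U and 5d-U, 1 of 100 splits gave as many. For 4267 genes higher than in 5d-U or F, 6 of 100 did. The other 5 gave 4677 to 6503 genes and set replicates 4 and 5 of F, or 1 and 6 of 5d-U, which carry reads on silent families, apart from other libraries. With those reads subtracted 4742 genes were higher, and 3 of 100 splits gave as many, the others 4777 and 4905.

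YAP target genes were not higher as a set in 2+3d-C than in 5d-U (median log2 fold change 0.60, 4 of 22 higher and 5 lower, camera adjusted p = 0.237 over 27 tests), 2d-U (0.48, 6 and 5, adjusted p = 0.833) or F (-0.74, 1 and 2, adjusted p = 0.663). Under fry, which does not set the list against the other genes, the list was lower than in F (adjusted p = 0.0379 over the same 27 tests) and did not pass against 5d-U (0.881) or 2d-U (0.282). Ccn2 rose by 6.06 against 5d-U (adjusted p = 0.00164) and Ankrd1 fell by 3.25 (adjusted p = 0.0078).

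The largest rises in 2+3d-C against 5d-U by the rule for named genes were those of Neu2 (log2 fold change 13.95), Cxcl2 (13.37), Sfrp5 (at least 248-fold), Cxcl1 (12.06) and Csf3 (11.78). The largest falls were those of Myog, Tnni1 (at least 2110-fold lower), Cdca8 (1460-fold), Sct (4820-fold) and Tmem119 (1210-fold). Against F, Cyp26a1 (3.81), Rem1 (3.46), Iqsec3 (3.33), Arl4d (3.33) and Bdkrb1 (3.32) rose most. Ighm, Pcsk6, Cd248, Ptprc and Cytip fell most, by at least 503-fold, 465-fold, 376-fold, 359-fold and 279-fold. Some of these limits come from libraries that differ widely. In 5d-U, Tnni1 had 12 to 18199 reads and Sct 513 to 44628, whereas Cdca8 had 5210 to 7601. In F, Ighm had 560 to 5768 reads, Pcsk6 164 to 5813 and Cd248 34 to 3732. With 1 library left out at a time, Cyp26a1, Arl4d and Cd248 passed against F in 4 of 6 fits (highest adjusted p 0.0723, 0.0629 and 0.057) and Bdkrb1 in 3 of 6 (0.0873), and the others in all 6. Against F, collagens and laminins with integrins had median log2 fold changes of -2.37 and -2.34, with 6 of 44 and 7 of 42 lower and 0 higher at an adjusted p-value under 0.05.

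Single libraries stood apart from their group. Myog was at 0.565 CPM in replicate 1 of 5d-U and at 877 and 1660 in replicates 2 and 6, and mitochondrial genes took 5.85% of the reads in replicate 1 against 0.578% and 0.962%. In F, replicate 4 had 345 CPM of Myog against 1.33 and 5.01, and 252 CPM of Hes6 against 6.2 and 4.55. The sex-linked genes Xist and Ddx3y were at 0.263 and 551 CPM in replicate 4 of 2+3d-C, 0 and 197 in replicate 5, and 82.3 and 0 in replicate 10. In F they were at 0 and 765 in replicate 1, 33.8 and 6.65 in replicate 4, and 67.4 and 0 in replicate 5. In 5d-U they were at 0.0435 and 42.4, 28.6 and 0, and 0.245 and 27.7 in replicates 1, 2 and 6, and in 2d-U at 9.51, 5.84 and 6.62 for Xist and 0 for Ddx3y. The Xist and Ddx3y values separate libraries by the sex of the animals. All 2d-U libraries had Xist and no Ddx3y. Each other group held libraries with Ddx3y above Xist and libraries with Xist above Ddx3y. Sex was therefore not balanced between 2d-U and the other groups, and it was not a covariate. For the Myog, Hes6 and mitochondrial values no biological explanation was tested.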
